# Crosstalk between codon optimality and *cis*-regulatory elements dictates mRNA stability

**DOI:** 10.1186/s13059-020-02251-5

**Published:** 2021-01-05

**Authors:** Santiago Gerardo Medina-Muñoz, Gopal Kushawah, Luciana Andrea Castellano, Michay Diez, Michelle Lynn DeVore, María José Blanco Salazar, Ariel Alejandro Bazzini

**Keywords:** Codon optimality, MicroRNA, miR-430, m6A, Zebrafish, *Xenopus*

## Abstract

**Background:**

The regulation of messenger RNA (mRNA) stability has a profound impact on gene expression dynamics during embryogenesis. For example, in animals, maternally deposited mRNAs are degraded after fertilization to enable new developmental trajectories. Regulatory sequences in 3′ untranslated regions (3′UTRs) have long been considered the central determinants of mRNA stability. However, recent work indicates that the coding sequence also possesses regulatory information. Specifically, translation *in cis* impacts mRNA stability in a codon-dependent manner. However, the strength of this mechanism during embryogenesis, as well as its relationship with other known regulatory elements, such as microRNA, remains unclear.

**Results:**

Here, we show that codon composition is a major predictor of mRNA stability in the early embryo. We show that this mechanism works in combination with other *cis*-regulatory elements to dictate mRNA stability in zebrafish and *Xenopus* embryos as well as in mouse and human cells. Furthermore, we show that microRNA targeting efficacy can be affected by substantial enrichment of optimal (stabilizing) or non-optimal (destabilizing) codons. Lastly, we find that one microRNA, miR-430, antagonizes the stabilizing effect of optimal codons during early embryogenesis in zebrafish.

**Conclusions:**

By integrating the contributions of different regulatory mechanisms, our work provides a framework for understanding how combinatorial control of mRNA stability shapes the gene expression landscape.

## Background

A large body of work has identified 3′ untranslated regions (3′UTRs) as possessing mRNA stability determinants [1, 2]. For example, microRNAs, mRNA modifications, and some RNA binding proteins affect mRNA stability by recognizing regulatory elements mainly in the 3′UTR [3–7] or across the entire mRNA [8–13]. These *cis*-regulatory elements can, in turn, affect how a cell grows, differentiates, and responds to its environment [2, 14]. Regulation of mRNA stability plays a critical role during the maternal-to-zygotic transition (MZT). In all animals, after fertilization, maternally deposited transcripts are degraded while the zygotic genome is activated [15, 16]. For example, a zygotically expressed microRNA family, miR-430/-427/-309, is responsible for the repression of a subset of maternal mRNAs in zebrafish, *Xenopus*, and *Drosophila*, respectively [15, 17–20]. Other factors contribute to the clearance of maternal mRNAs, such as the reader protein YTHDF2 that binds and destabilizes N6-methyladenosine (m6A)-modified mRNAs in vertebrates [4, 10, 21]. Despite the identification of these and other factors, it is still unclear how most maternal mRNAs are degraded [15].

Recent studies have shown that translation affects mRNA stability in a codon-dependent manner, and codon content influences the clearance of maternal mRNAs during the MZT [22, 23] and during homeostasis in human cell lines [24]. This mechanism, called codon optimality, refers to the ability of a particular codon to affect the stability of an mRNA *in cis* [25]. Therefore, codons that enhance mRNA stability have been defined as “optimal” and codons that decrease mRNA stability as “non-optimal.” This codon-mediated regulation is present from bacteria to vertebrates [22–26]. Quantitative modeling has revealed that codon content is the primary determinant of mRNA stability in yeast [27]. However, in vertebrates, the strength of this mechanism, as well as its relationship with other known regulatory elements (e.g., microRNAs, m6A), remains unclear.

Here, we show that codon content predicts mRNA stability during both early embryogenesis and homeostasis. In the presence of active *cis*-regulatory elements, microRNAs and mRNA methylation, we find that the codon effect is still observed. However, microRNAs can reduce codon-mediated stabilization and codon content can impact microRNA targeting efficacy. Together, these results indicate that mRNA stability in vertebrates is dictated through the combined activities of the coding and 3′UTR sequences. In sum, our results provide the foundation for considering how the entire mRNA sequence affects stability in *cis*, rather than continuing to focus solely on distinct *cis*-regulatory elements within the 3′UTR or in the coding sequence.

## Results

### Genome-wide prediction of mRNA stability based on codon content in vertebrates

Translation strongly affects mRNA stability *in cis* in a codon-dependent manner [22–25]. Therefore, we hypothesized that codon content can predict mRNA stability in vertebrates. To test this hypothesis, we trained a machine learning model [28] that predicts mRNA stability as a function of only codon frequency and transcript length (Fig. 1a; see the “Methods” section). 

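RNA was sequenced from zebrafish embryos injected at the single-cell stage with 1 nl of alpha-amanitin (200 ng/μl), a toxin that inhibits RNA polymerases II and III. Poly(A)-selected libraries were made at 12 time points from 2 to 7.5 h post-fertilization (hpf). Each time point has 1 library, here and in the wild-type profiles, so there are no replicates. The authors aligned the reads with STAR, quantified the genes with RSEM and gave the levels as TPM values, which are scaled to the same total in every library and rounded to 2 decimals. Every library lists the same 35117 genes, and between 12703 and 14379 genes per library had a TPM of at least 1. The number of reads behind each library is not given in the sources used here, so no counting interval is attached to the levels. Decay rates were computed as the slope of ln(TPM + 0.1) on time with limma (empirical Bayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment) for the 13977 genes with a mean TPM of at least 1 over the 12 libraries. The error of a slope is the scatter of the libraries around the line and includes any curvature. TPM values are shares of the RNA in a library, so a slope is relative to the other transcripts. Mitochondrially encoded transcripts took between 7.67% and 14.1% of the TPM of these libraries.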

The model was trained to account for endogenous mRNA stability profiles that have either been previously published and/or generated after blocking transcription in zebrafish and *Xenopus* embryos [22] (Fig. 1a; Additional file 1: Fig. S1; Additional files 2, 3, 4: Table S1–3), human cell lines [24], and mouse embryonic stem cells [29]. We observed that the position of the codon along the transcript can affect the codon-mediated effect on mRNA stability [23, 30] (Additional file 1: Fig. S2a); however, the model does not gain significant predictive power by including codon positional information (Additional file 1: Fig. S2b). Our model, which for example, ignores *cis*-regulatory elements in the 3′UTR, explains 19% (*R*^2^ = [0.170, 0.202] bootstrap 95% CI, test data) of the variation in mRNA degradation rates across vertebrates (Fig. 1a and Additional file 1: Fig. S3a-c and S4).

**Fig. 1:**
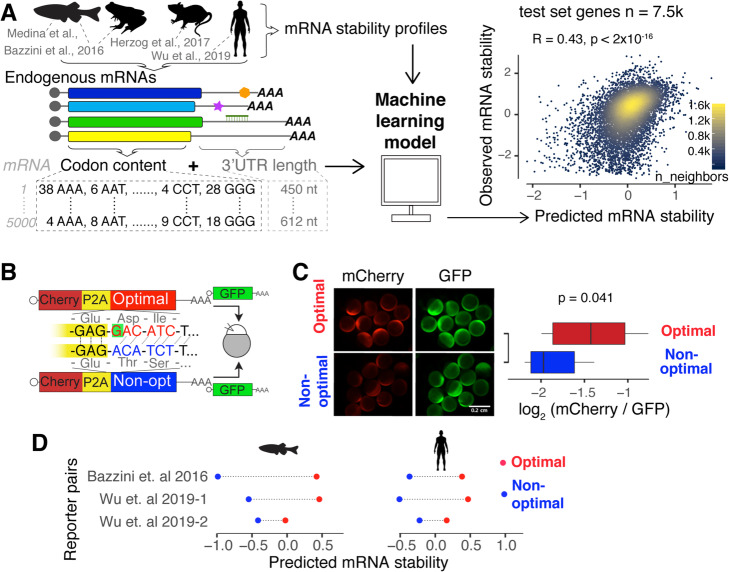
Codon composition predicts mRNA stability in vertebrates. **a** Scheme of the procedure to train a predictive model of mRNA stability. For each endogenous mRNA, the codon frequencies and the 3′UTR length are used as predictors to train a lasso regression model [28]. The scatter plot shows the point density of predicted and observed mRNA stability (test set genes *n* = 7576, Pearson correlation test). **b** Scheme of the 1 nucleotide out of frame reporters (optimal and non-optimal): two mRNAs that differ in the codon composition due to a single nucleotide deletion (G in red, highlight with green) which creates a frameshift. The encoding mCherry fluorescent protein was followed by a *cis*-acting hydrolase element (P2A) and then by a coding region enriched in optimal or non-optimal codons due to the frameshift. P2A causes ribosome skipping; therefore, the mCherry is not fused to the optimal or non-optimal encoded proteins. The mRNA reporter pairs were co-injected with mRNA encoding for GFP as an internal control [24]. **c** Fluorescence microscopy images of representative embryos at 8 h post-injection (hpi) with the indicated 1 nt out of frame reporter and GFP. Box plot displays fluorescence quantification at 8 hpi with each reporter. The mCherry fluorescence intensity was normalized to GFP intensity in each embryo (*p* = 0.041, paired *t* test). **d** mRNA stability predictions for 1 nucleotide out of frame reporters in fish and human cells. In all cases, the prediction for the optimal reporter is higher than that for the non-optimal (*p* = 0.007, binomial test)

To verify that the model predicts mRNA stability based on codon content rather than the primary nucleotide sequence, we tested whether our model could predict observed differences in the expression of reporter mRNAs that contain similar nucleotide sequences but different codon content due to an engineered frameshift [22, 24, 31]. These frameshift reporters uncouple nucleotide sequence differences from codon differences due to the conversion of the reading frame from being enriched in optimal codons “optimal reporter” to non-optimal codons “non-optimal reporter” by a single nucleotide insertion in the middle of a nearly 1500-nucleotide sequence. We have previously shown that these reporter mRNAs display differential expression in zebrafish embryos and human cells [22, 24] (Fig. 1b). For example, a pair of coding sequences where mCherry follows a ribosome skipping sequence (P2A) and a coding region that is enriched in either optimal or non-optimal codons (due to a one nucleotide frameshift) were injected into one-cell stage zebrafish embryos. At 8 h post-injection (hpi), embryos injected with the optimal reporter displayed a higher level of mCherry fluorescence than embryos injected with the non-optimal reporter (Fig. 1c). Interestingly, for three pairs of frameshifted reporters [22, 24] (Fig. 1c), the model correctly predicted the optimal reporter mRNA to be more stable than the non-optimal reporter mRNA in zebrafish and humans (Fig. 1d), despite sharing almost identical nucleotide sequences. This result indicates that our model predicts mRNA stability based on codon content, rather than nucleotide composition.

### Codon optimality is the predominant determinant of mRNA stability during the maternal-to-zygotic transition

During the MZT, maternal mRNAs are degraded and zygotic gene expression is activated (Fig. 2a) [5]. Our model was trained with mRNA decay profiles in the absence of zygotic transcription by transcriptional inhibition with alpha-amanitin. We first evaluated whether our model could still predict mRNA stability during MZT for maternal mRNAs when zygotically derived decay programs are active (for example miR-430/-427 in zebrafish and *Xenopus*, respectively). 

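The levels in wild-type embryos came from 9 Ribo-Zero libraries, in which ribosomal RNA was depleted from total RNA, and 9 poly(A)-selected libraries, collected every hour from 0 to 8 hpf. Maternal genes were taken as the 10874 genes with a mean TPM of at least 5 in the Ribo-Zero libraries at 0 and 1 hpf, which do not enter the change in level. For these genes the change was computed in the Ribo-Zero libraries as log2((TPM at 6 hpf + 0.1)/(TPM at 2 hpf + 0.1)). The median change was -1.33, with quartiles of -2.36 and -0.41, and 84.0% of the genes had a change below 0. A change of -1 or lower was found for 6380 genes and a change of 1 or higher for 550 genes. In the poly(A) libraries the median was -0.93, with 5251 genes at -1 or lower and 1667 genes at 1 or higher. The Pearson correlation between both changes was 0.754 across genes, which are not independent replicates. The pseudocount sets the change of the genes listed at 0 at 6 hpf, 14 in the Ribo-Zero and 31 in the poly(A) libraries. With 1 library per time point, the change of a single gene has no error.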

We defined mRNA stability during the MZT as the log_2_-fold change in mRNA levels between 2 and 6 h post-fertilization (hpf) for zebrafish (Additional file 1: Fig. S1a-b and Additional 2: Table S1) and 2 and 9 hpf for *Xenopus* [33]. By not taking into account the repressive activity of microRNAs, we found that our model reliably overestimated the stability of mRNAs that contain miR-430 or miR-427 target sites (within 3′UTRs) in zebrafish and *Xenopus*, respectively (Fig. 2b). Nonetheless, we found a significant correlation between the predicted mRNA stability based on codon composition and the observed stability during zebrafish and *Xenopus* MZT (*R* = 0.21 and 0.34, *p* < 2 × 10^−16^, zebrafish and *Xenopus*, respectively) (Fig. 2b). 

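For zebrafish, the predicted stability was taken from the first 1998 of the 10668 rows of Table S4, which hold 1969 of the maternal genes, and is the paper's. Pearson's R across these genes between the predicted stability and the log2 change from 2 to 6 hpf in the Ribo-Zero libraries was 0.238 (95% interval 0.195 to 0.278, from 1000 resamples of genes). Spearman's rho was 0.239. No p-value is given, because genes within a pair of libraries are not independent replicates. Of the alternatives, the poly(A) libraries moved R most, to 0.117 (95% interval 0.0773 to 0.160). The paper's reported value is 0.21. The paper reports such a correlation in both zebrafish and Xenopus, with similar results at other time points. From both species it concludes that the effect of codon optimality can be seen broadly while miR-430 or miR-427 is also active.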

Similar results were obtained when using multiple timepoints across the MZT in zebrafish (Additional file 1: Fig. S3d and Additional file 2: Table S1) and *Xenopus* [33], highlighting the prominent and dynamic role of this gene regulation program (Additional file 1: Fig. S3d). Together, these results indicate that regulation via codon optimality is globally evident, even in the presence of another widespread regulatory mechanisms (e.g., miR-430/-427).

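In zebrafish, R across the same 1969 genes was 0.237 with 3 hpf as the early time point. With 2 hpf as the early time point it was 0.239 at 5 hpf, 0.197 at 7 hpf and 0.205 at 8 hpf. R was also computed between the predicted stability and the log2 level in each library. In the Ribo-Zero libraries it was between 0.0770 and 0.108 from 0 to 3 hpf, 0.143 at 4 hpf, 0.205 at 5 hpf, 0.238 at 6 hpf, 0.218 at 7 hpf and 0.231 at 8 hpf. In the poly(A) libraries it was between 0.0968 and 0.109 from 0 to 3 hpf and 0.128 at 4 hpf, was highest at 5 hpf, at 0.176, and fell to 0.150 at 8 hpf. Over the 9 Ribo-Zero libraries the relation of R with time had a Pearson's r of 0.923 (exact permutation test, two-sided, p = 0.00071, adjusted p = 0.00128) and a Spearman's rho of 0.90 (exact permutation p = 0.00203, adjusted p = 0.00304). Without the 2 libraries farthest from the median time, r was 0.954. In the 9 poly(A) libraries r was 0.833 (exact permutation p = 0.00892, adjusted p = 0.0119) and rho was 0.783 (exact permutation p = 0.0172, adjusted p = 0.0188), with an r of 0.854 without the 2 farthest libraries. In the 12 alpha-amanitin libraries R went from 0.0518 at 2 hpf to 0.306 at 7.5 hpf, with an r of 0.956 against time (permutation test, p = 2e-05, adjusted p = 8e-05), a rho of 0.951 (permutation p = 2e-05, adjusted p = 8e-05) and an r of 0.957 without the 2 farthest libraries. The paper trained its model on alpha-amanitin profiles, so the relation in these libraries is not an independent test. Benjamini-Hochberg adjustment covered the 12 p-values of a family of 6 relations, 3 profiles with each of 2 measures, of which the other is PLS1, the paper's codon optimality measure. Successive hours of a profile share a developmental course, and the permutation of time points treats them as exchangeable.

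**Figure D1:**
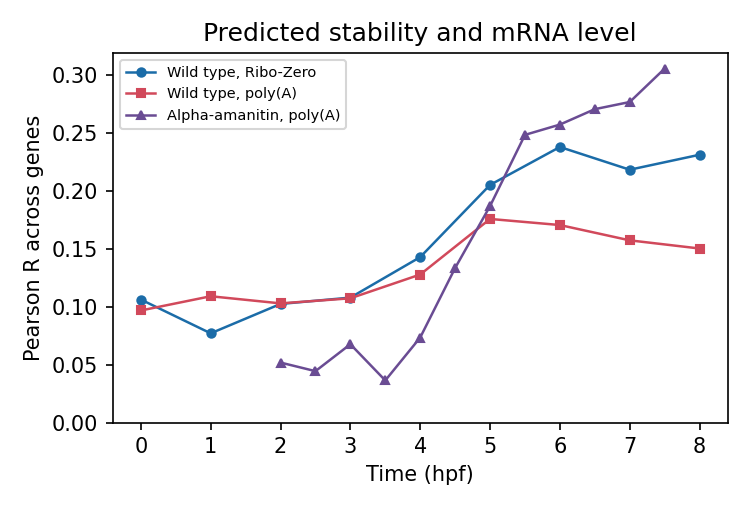
Pearson's R across 1969 maternal genes between the predicted stability of Table S4 and the log2 level in a library (vertical axis) against time in hpf (horizontal axis), with 1 point per library. In the Ribo-Zero libraries R rises from 0.108 at 3 hpf to 0.238 at 6 hpf and is 0.231 at 8 hpf, in the poly(A) libraries it is highest at 5 hpf, at 0.176, and in the alpha-amanitin libraries from 0.0734 at 4 hpf to 0.306 at 7.5 hpf.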

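Codon optimality itself was taken as the first component (PLS1) of the paper's partial least squares regression of stability on codon frequencies, from the first 1998 of the 57627 rows of Table S5, which hold 1158 zebrafish maternal genes. Pearson's R across these genes between PLS1 and the log2 change from 2 to 6 hpf in the Ribo-Zero libraries was 0.239 (95% interval 0.178 to 0.298 from resampling genes), and in the poly(A) libraries it was 0.125. The correlation of PLS1 with the log2 level in each library was also set against time. Over the 9 Ribo-Zero libraries r was 0.940 (exact permutation p = 0.00019, adjusted p = 0.00046), rho was 0.933 (exact permutation p = 0.00075, adjusted p = 0.00128) and r without the 2 farthest libraries was 0.961. In the 9 poly(A) libraries r was 0.815 (exact permutation p = 0.0118, adjusted p = 0.0142) and 0.776 without the 2 farthest libraries, and rho was 0.683 and did not pass the threshold (exact permutation p = 0.0503, adjusted p = 0.0503). In the 12 alpha-amanitin libraries r was 0.954 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 8e-05), rho was 0.930 (permutation p = 7e-05, adjusted p = 0.00021) and r without the 2 farthest libraries was 0.969. The paper fitted PLS1 to correlate with mRNA stability profiles, which include that of alpha-amanitin embryos, so the relation in these 12 libraries is not an independent test. PLS1 was added after the data had been seen.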

**Fig. 2:**
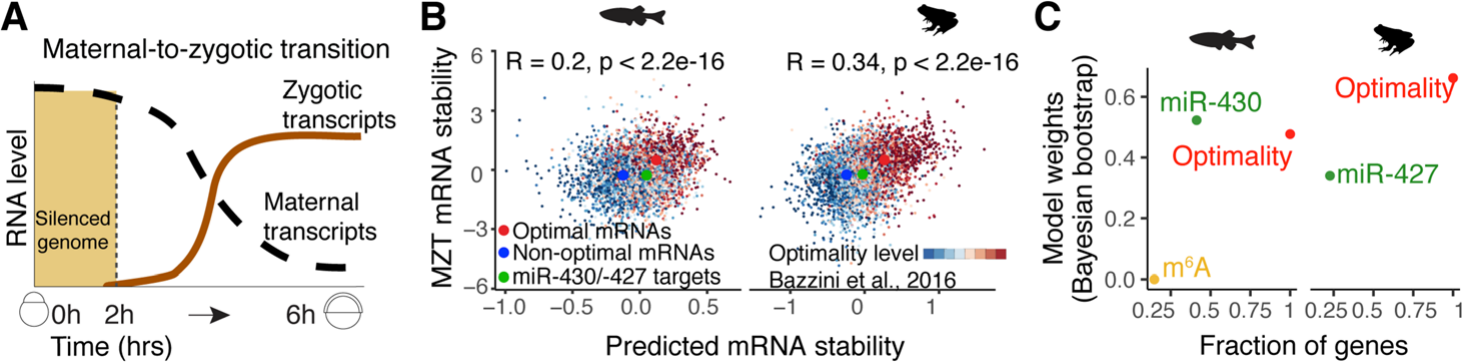
Codon optimality is the major determinant of mRNA stability. **a** Diagram depicting the maternal to zygotic transition in zebrafish. **b** Scatter plots of predicted and observed mRNA stability, during MZT, for maternal mRNAs in zebrafish and *Xenopus*. The gradient of color represents the content of optimal codons [22]. The predicted mRNA stability correlates with the proportion of optimal codons (*p* < 2 × 10^−16^, Pearson correlation). The mRNA stability median of mRNAs enriched in optimal (red) or non-optimal (blue) codons, as well as mRNAs with miR-430/-427 target sites in the 3′UTR (green) are shown. **c** Codon content explains most of the mRNA decay during MZT. The *x*-axis shows the fraction of coding genes that can be regulated by different mRNA stability pathways. For microRNAs, this fraction corresponds to the number of seed sites (GCACTT) in the 3′UTR, and for m6A, the fraction is the number of target genes reported [10]. The *y*-axis shows the Bayesian model comparison weights [32]. These weights represent which model is more likely to predict unobserved data better, higher values indicate stronger regulatory effects

Next, we interrogated how the regulatory strength of codon optimality compares to other known regulatory programs during the MZT, such as microRNAs and RNA methylation (m6A). We defined microRNA regulation for endogenous genes as the number of 6-mer “seed” sequences (GCACTT, miR-430 in zebrafish and miR-427 in *Xenopus*) present in 3′UTRs. For m6A regulation, the published proposed targets were used [10]. Finally, we employed the log_2_-fold change expression values (zebrafish = 6 hpf/2 hpf, *Xenopus* = 9 hpf/2 hpf) for maternally provided mRNAs in zebrafish (Additional file 1: Fig. S1a-c and Additional file 2: Table S1) and *Xenopus* [33], as an indicator of mRNA stability during MZT. Interestingly, a Bayesian model comparison analysis [32, 34] shows that codon optimality is the most likely program to best estimate mRNA stability in both species (Fig. 2c). Both m6A and microRNA pathways also partly explain mRNA behavior but only a fraction of mRNAs are regulated by these pathways (Fig. 2c). Together, these results suggest that codon optimality is the most pervasive determinant of mRNA stability during early embryogenesis.

### The unexplained mRNA decay by codon composition highlights *cis*-regulatory elements

Following our results showing that codon optimality is the most pervasive determinant of mRNA stability during MZT, and given that miR-430/-427 target stability was overestimated by our model (which does not account for microRNA activity) (Fig. 2), we hypothesized that mRNA decay behavior that cannot be explained by codon optimality likely stems from the presence of other *cis-*regulatory elements, potentially in the 3′UTR (e.g., miR-430/-427) (Fig. 3a; Additional file 1: Fig. S5a). To explore this idea, we further analyzed the unexplained model variation by assessing the difference between observed mRNA stability during MZT and predicted mRNA stability (i.e., residual scores; Fig. 3a; Additional file 1: Fig. S5a and Additional file 5: Table S4). 

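Residual scores were computed from the Ribo-Zero libraries by standardizing the log2 change from 2 to 6 hpf over the maternal genes, with a mean of -1.36 and an SD of 1.53, and subtracting the predicted stability of Table S4. Over the 1969 maternal genes held, the residual score had a median of 0.220 and an SD of 0.785, and the predicted stability had an SD of 0.187. The paper's residual scores in Table S4 follow the Ribo-Zero change from 3 to 6 hpf and so rest on a different early library. They are also on a wider scale, with an SD of 0.908 over the same genes, so single scores are not directly comparable. Their Pearson correlation with the scores computed here was 0.995 across genes, and 94.6% of the genes had the same sign in both. The residual score of smarca2 (ENSDARG00000008904), a chromatin remodeler, was -0.852, and 12.0% of the genes had a lower score. For dicer1 (ENSDARG00000001129), which encodes the nuclease that matures microRNAs, it was -0.508. For ythdf2 (ENSDARG00000014498), which encodes a reader of m6A, the residual score was 1.07. For ybx1 (ENSDARG00000004757), which encodes an RNA-binding protein, it was 1.79, and 98.7% of the genes had a lower score. The paper's residual scores of these genes in Table S4 are -1.06 for smarca2, -0.764 for dicer1, 1.09 for ythdf2 and 1.95 for ybx1. The change in wild type includes any new transcription, so a positive score can reflect more than stability. From 2 to 6 hpf the Ribo-Zero TPM rose from 320.66 to 1078.88 for ybx1 and from 108.58 to 169.56 for ythdf2. In the alpha-amanitin libraries the slope of ln TPM was -0.0350 per hour for ybx1 (limma adjusted p = 0.226) and 0.0557 for ythdf2 (limma adjusted p = 0.328).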

We observed that miR-430/-427 target genes displayed negative residual scores during MZT in zebrafish and *Xenopus* (Fig. 3b; Additional file 1: Fig. S5a), and these scores correlated with the number of microRNA target sites in the 3′UTR, as well as predicted microRNA target site strength (Fig. 3b, c) [18, 20]. Previously defined m6A target mRNAs also displayed negative residual scores (Fig. 3d), consistent with repressive activity previously attributed to the m6A modification [10]. Furthermore, maternal mRNAs with the m6A motif in the coding region exhibited lower residual scores when compared to mRNAs possessing the m6A motif in the 3′UTR during MZT in both zebrafish and *Xenopus* embryos (Additional file 1: Fig. S5e). Together, these results indicate that our model can account for the repressive activity of microRNAs and m6A RNA methylation, opening the possibility for detecting regulation by other *cis*-regulatory elements.

**Fig. 3:**
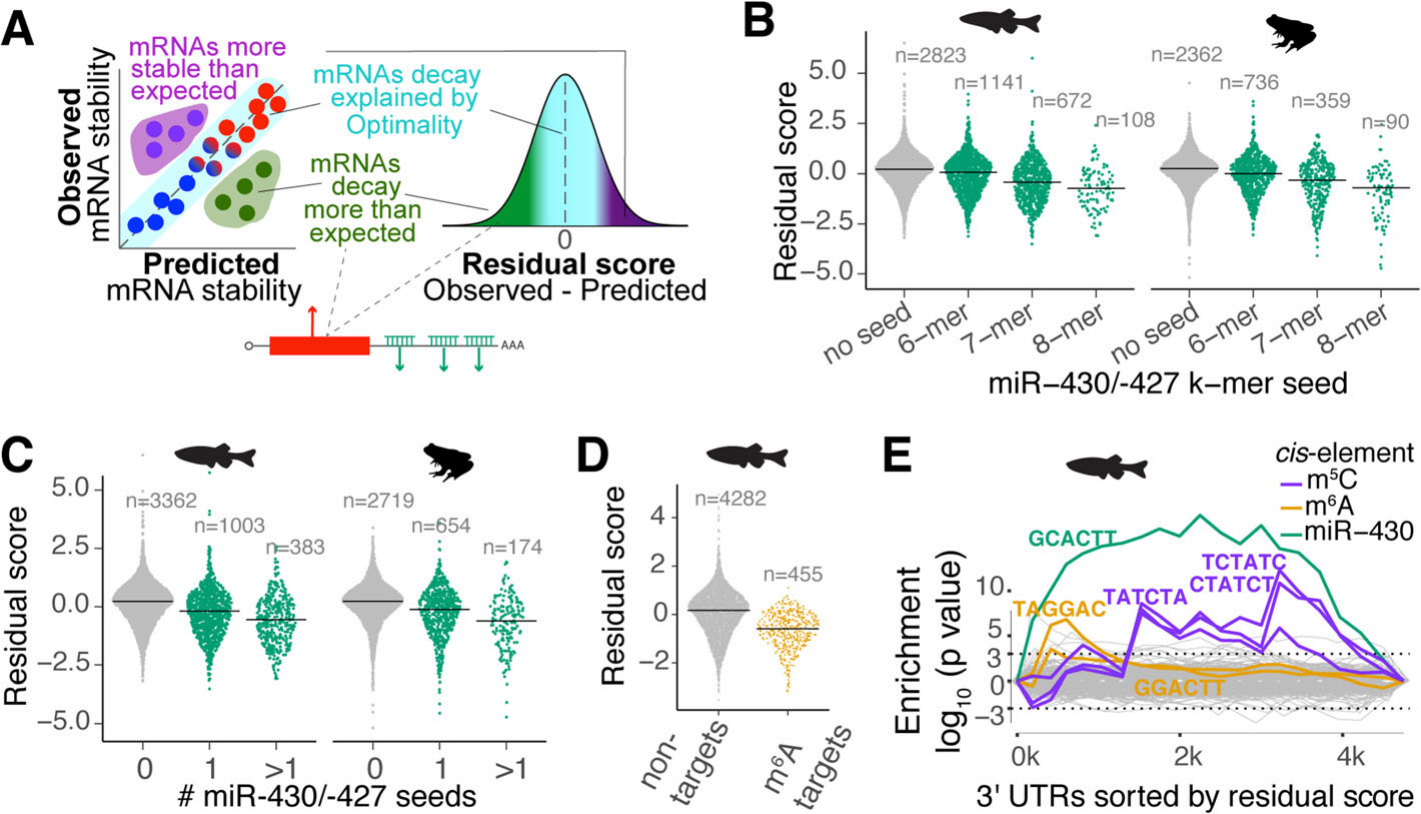
Dissecting *cis*-regulatory elements after accounting for codon-mediated regulation. **a** Diagram describing the residual score (observed − predicted). mRNAs that decay more than expected by the model show negative residuals and potentially contain destabilizing *cis*-regulatory elements. The mRNAs with positive residual scores might have stabilizing *cis*-regulatory elements. **b**, **c** The model overestimates the mRNA stability of miR-430 targets. Sinaplot showing the distribution of the residual scores for targets and not targets of miR-430. In this type of plot, each dot represents an individual mRNA. The targets of miR-430 are grouped by the type of miR-430 seed (**b**) (*p* < 2 × 10^−16^, ANOVA test) or by the number of target seeds (**c**) (*p* < 2 × 10^−16^, ANOVA test) present in the 3′UTR during the MZT in zebrafish (Additional file 1: Fig. S1a-b) and *Xenopus* [33]. **d** The model also overestimates the stability of mRNAs that contain m6A methylation mark. Sinaplot showing that m6A targets [10] display lower residual score distribution than not targets during the MZT in zebrafish (*p* < 2 × 10^−16^, *t* test). **e** Sylamer landscape plot that tracks occurrence biases of 6-nucleotide words in the 3′UTRs using hypergeometric *p* values for all words across the mRNAs ranking based on residual values [35]. The highlighted 6-mers are significantly associated with mRNA stabilization (TATCTA, CTATCT, and TCTATC) and destabilization (GCACTT, TAGGAC, and GGACTT). The color shows the putative regulatory pathway that recognizes these 6-mers. The dotted line shows a hypergeometric *p* = 0.01

To further understand the unexplained mRNA decay by codon composition, we analyzed the residual scores with Sylamer [35]. Sylamer is a method for detecting enriched *k*-mer signals from a ranked gene list. When genes were ranked by the residual score (Table S4), miR-430/-427 [18] and m6A- [10] associated *k*-mers in the 3′UTR were enriched in destabilized mRNAs at multiple time points across the MZT (Fig. 3e; Additional file 1: Fig. S5d). Moreover, a set of 6-mers resembling the binding site for Ybx1, which recognizes m^5^C-modified mRNAs, were enriched in the 3′UTR of stable mRNAs, consistent with m^5^C stabilizing activity in zebrafish [36] (Fig. 3e). As expected, none of these *k*-mer elements was detected when ranked according to predicted stability based on our model (which only accounts for codon-mediated effects) (Additional file 1: Fig. S5b). Interestingly, *k*-mer enrichment scores for these elements were less significant when mRNAs were sorted according to log_2_-fold change during the MZT (rather than by residual score; Additional file 1: Fig. S5c), suggesting that codon optimality obscures the regulatory effects of these *cis*-elements. Hence, analyzing the variation in mRNA degradation after accounting for codon optimality is a novel approach to reveal the regulatory effects of other regulatory programs.

### Codon optimality, microRNAs, and m6A act in conjunction to regulate gene expression in vertebrates

Most of the research in post-transcriptional gene regulation has focused solely on a single regulatory program at a time [10, 18, 22] but has not yet established how multiple programs operate in conjunction to define mRNA stability. We hypothesized that regulatory pathways operate in combination either additively or antagonistically, to generate a variety of mRNA stability patterns. To test this hypothesis, we investigated whether the codon optimality effect on mRNA stability can be detected in mRNAs that are regulated by *cis*-elements (e.g., microRNAs and/or m6A) during the zebrafish (Table S1; Additional file 1: Fig. S1a-c) and *Xenopus* [33] MZT. First, two groups of maternal mRNAs for each species were created: the miR-430/-427 target and non-target groups [18, 19]. The target group contains mRNAs with at least one miR-430/-427 seed site (6-mer GCACUU) in the 3′UTR (zebrafish *n* = 1380, *Xenopus n* = 588). The non-target groups do not contain miR-430/-427 seed sites (zebrafish *n* = 3357, *Xenopus n* = 2007). Next, within each group, mRNAs were divided into quartiles based on their codon composition (most optimal to least optimal) (Fig. 4a, Additional file 1: Fig. S4, and Additional file 6: Table S5). As expected, the miR430/-427 target groups were less stable than the control group in both species (*p* < 2 × 10^−9^, paired *t* test) (Fig. 4a). Interestingly, in both groups, increased codon optimality was associated with increased mRNA stability (*p* < 4 × 10^−6^, regression analysis). Similar results were observed across multiple time points during the zebrafish and *Xenopus* MZT (Additional file 1: Fig. S6a). Moreover, comparable outcomes were observed for a subset of mRNAs that were experimentally validated as under miR-430 regulation [18] (*R* = 0.24, *p* = 0.0017, regression analysis) (Additional file 1: Fig. S6b), suggesting that the stabilizing effects of codon optimality remain evident for transcripts under active demonstrated microRNA regulation [18]. Similarly, we found that increased codon optimality is also associated with increased mRNA stability for transcripts reported as m6A targets [10] during the zebrafish MZT (Fig. 4b).

**Fig. 4:**
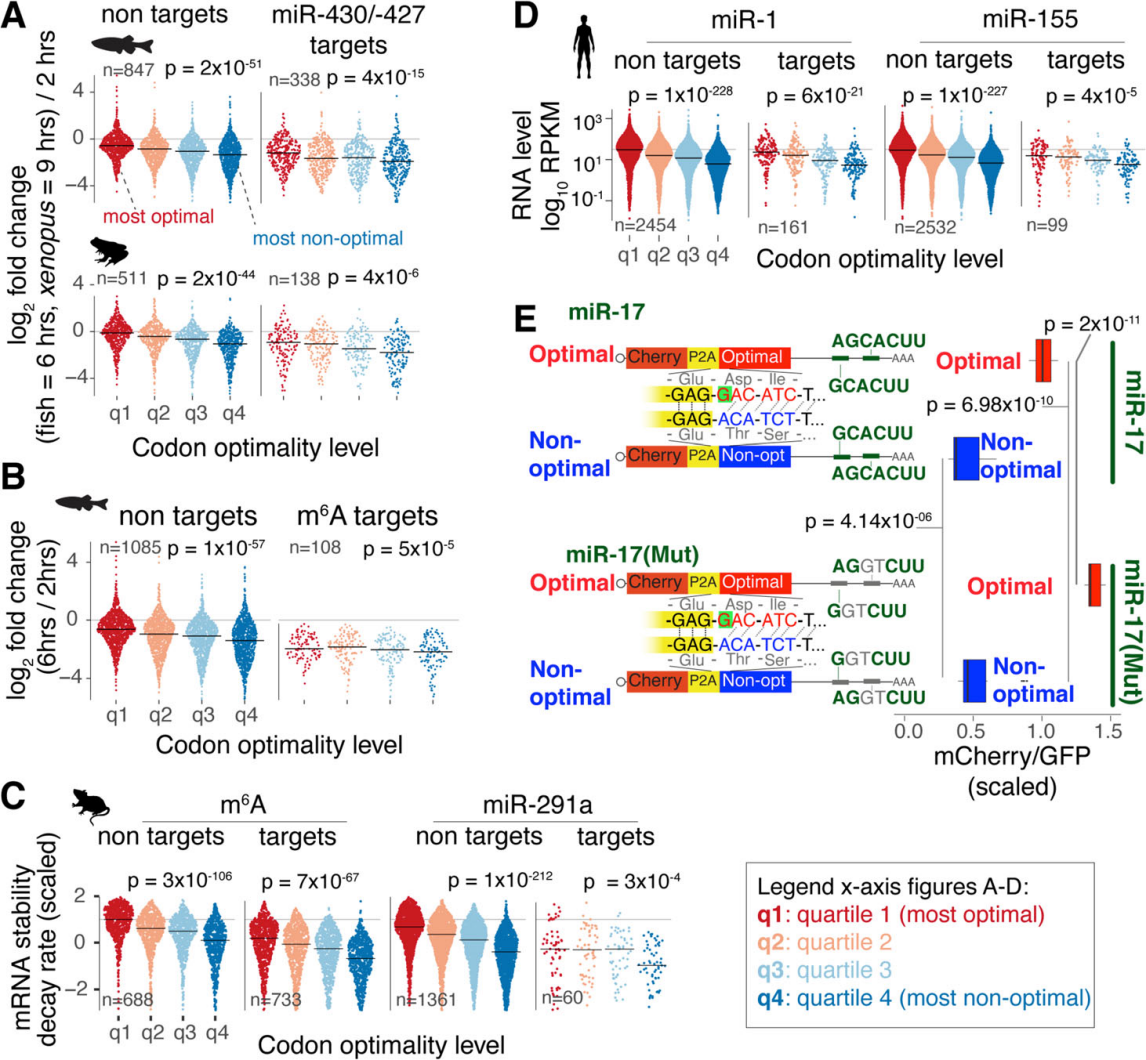
Codon optimality affects mRNA stability and gene expression of microRNA targets and m6A targets in vertebrates. mRNAs were divided into targets (microRNA or m6A) and nontargets. Each group was divided into four equal groups with decreasing levels of optimal codons. All *p* values were computed with a linear model. **a** Sinaplot showing the distribution of mRNA stability during MZT (log_2_-fold change 6 h post-fertilization (hpf)/2 hpf) for targets and not target genes of miR-430/-427 in zebrafish (Additional file 1: Fig. S1a-b) and *Xenopus* [33] embryos. **b** Sinaplot showing the distribution of mRNA stability during MZT in zebrafish for methylated (m6A) and non-methylated mRNAs [10]. **c** Sinaplot showing the mRNA stability distribution of m6A and miR-291a targets [29] and not targets in mouse embryonic stem cells. **d** Sinaplot showing the RNA-level distribution of miR-1 and miR-155 targets [37] after microRNA transfection in human cells. **e** Diagram depicting reporter genes containing almost identical nucleotide sequence but different codon composition (enriched in optimal or non-optimal codons) due to a single insertion changing the frame. For each coding region, a 3′UTR sequence containing miR-17 seed sites (7-mer AGCACTT) or a mutant version with two nucleotides mutated disrupting the miR-17 seed sites were cloned. The boxplot shows the distribution of scaled mCherry/GFP intensity for reporters with and without miR-17 seed site in transfected 293T human cells. Both coding sequence and miR-17 affect the reporter expression (*p* values computed with paired *t* test)

We next assessed how codon optimality influences miR-291 and m6A regulation in mouse embryonic stem cells. The m6A and miR-291 target transcripts display decreased stability compared to control groups (*p* < 2 × 10^−5^ linear regression) (Fig. 4c) [4, 38]. However, as seen in zebrafish and *Xenopus*, in mouse, m6A and miR-291 target transcripts enriched in optimal codons were more stable than targets containing fewer optimal codons (Fig. 4c). Similarly, while transfection of miR-1 or miR-155 into human cells [37] affects mRNA levels of their respective targets (*p* < 2 × 10^−10^, one-tailed Kolmogorov–Smirnov (K–S) test), both miR-1 and miR-155 targets enriched in optimal codons displayed higher mRNA levels than targets enriched in non-optimal codons (*p* < 3 × 10^−4^, linear regression) (Fig. 4d). These results suggest that endogenous gene expression profiles are shaped by the additive effects of codon content and additional *cis*-regulatory elements.

The contribution of codon optimality and microRNAs to dictate the level of expression was also observed for fluorescence reporters containing optimal or non-optimal coding sequences paired with active or inactive microRNA target sites (Fig. 4e; Additional file 7: Table S6) [18]. Upon transfection into human 293T cells, higher fluorescence intensities were observed for both optimal reporters (with or without microRNA target sites) when compared to non-optimal reporters (with or without microRNA target sites) (*p* < 6.98 × 10^−10^, paired *t* test), highlighting that for these reporters the influence of codon optimality is stronger than miR-17-mediated repression (Fig. 4e). Furthermore, we observed significantly decreased fluorescence intensity from the optimal reporter when paired with the microRNA target site (*p* = 2.10 × 10^−11^, paired *t* test), highlighting the ability of miR-17 to reduce the mRNA expression of its counterpart reporter enriched in optimal codons (Fig. 4e). However, those differences due to the microRNA were lower for the non-optimal reporters (*p* = 4.14 × 10^−06^, paired *t* test) (Fig. 4e). In sum, all these results (Fig. 4) suggest that both coding sequence and elements in the 3′UTR work in combination to regulate mRNA expression.

### Targeting efficacy of miR-430/-427 can be affected by the coding sequence

We next asked how extreme optimal or non-optimal codon composition affects microRNA repression. Four sets of evidence indicate that microRNA efficacy is diminished for highly optimal and non-optimal target mRNAs. First, we observed that the most miR-430 responsive targets during MZT are not enriched in optimal or non-optimal codons but contain average codon optimality (Fig. 5a; Additional file 6: Table S5). Specifically, the miR-430 targeting efficacy was based on the log_2_-fold change of mRNAs with a miR-430 target site (6-mer) in the 3′UTR between wildtype and MZ*dicer* mutant (lack miR-430 activity) embryos at 6 hpf (Fig. 5a) [18, 39]. Our results show that maternal mRNAs containing a miR-430 target seed (GCACTT) that are also highly enriched in either optimal or non-optimal codons are less responsive to miR-430 repression than miR-430 target transcripts possessing average, or neutral, codon optimality (Fig. 5a).

**Fig. 5:**
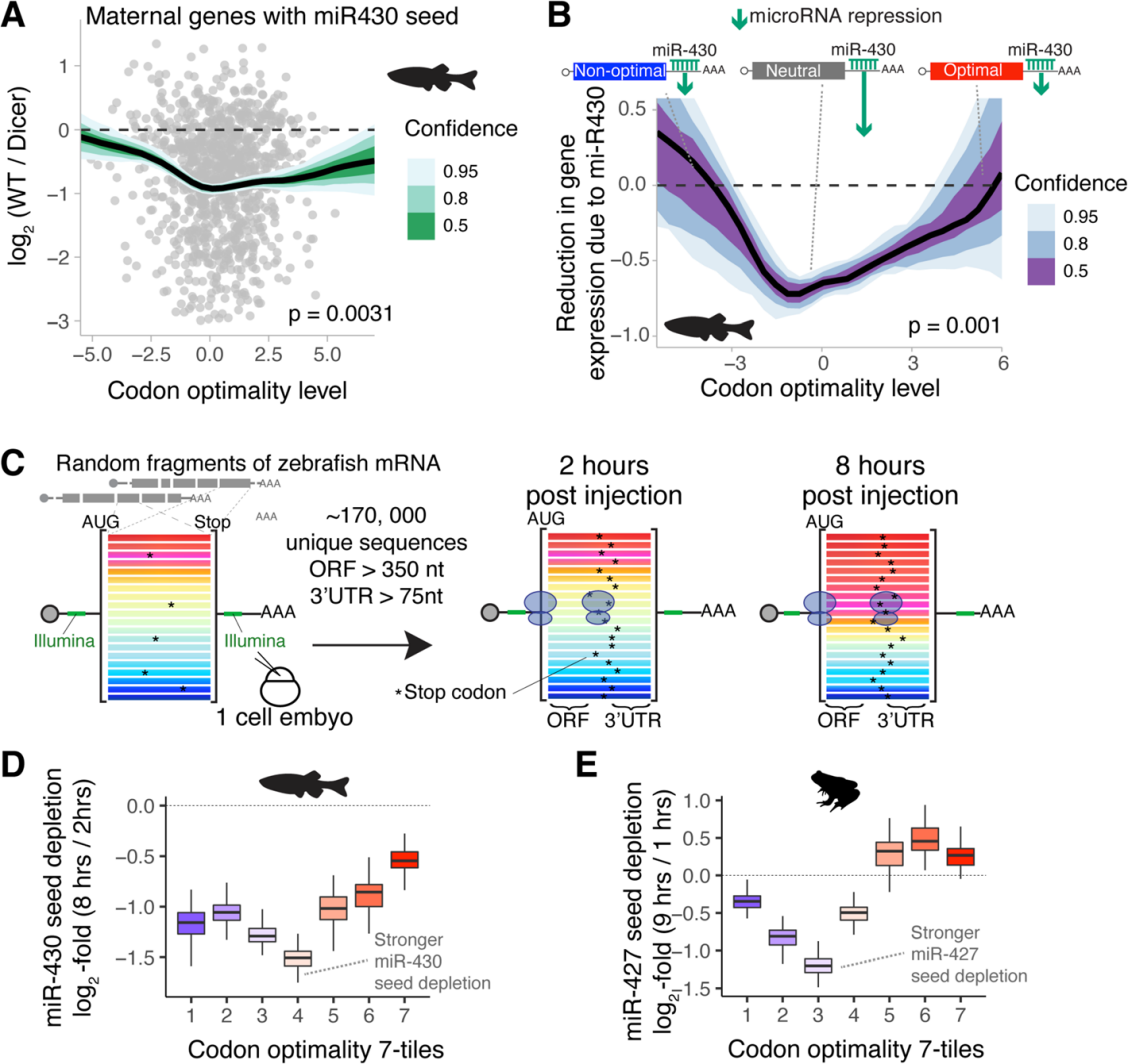
Targeting efficacy of miR-430/-427 can be affected by the coding sequence. **a** Scatter plot comparing codon optimality level and change in expression between wildtype zebrafish embryos vs maternal/zygotic Dicer mutant embryos at 6 h post-fertilization [39]. Only mRNAs with miR-430 seed in the 3′UTR (GCACTT) are shown. The line represents the average change in expression (log_2_-fold WT/Dicer at 6 hpf) as a function of the codon optimality level (Additional file 1: Table S5). The effect of miR-430 is not constant across different levels of codon optimality (*p* value was obtained using an *F* test comparing a model with a non-linear effect on codon optimality vs constant effect). The confidence interval was determined with bootstrap replicates (*n* = 100) [40]. **b** Line plot showing the expected decrease in gene expression due to miR-430 during zebrafish MZT (log_2_-fold change 6 vs 2 hpf) (Additional file 1: Fig. S1a-b). The *y*-axis represents a measure, estimated from the data, of the miR-430 repressive strength with respect to codon optimality (*x*-axis). For example, for an mRNA that is very repressed by miR-430, the miR-430 component will be larger (higher negative value in the *y*-axis). However, for another gene, which has a weak miR-430, the miR-430 component is smaller (closer to 0 in the *y*-axis). The *p* value denotes the statistical significance of the non-linear interaction between codon optimality and miR-430 presence (*F* test) obtained with a generalized additive model [41]. The confidence interval was determined with bootstrap replicates (*n* = 100) [40]. **c** Scheme of the reporter library which includes random fragments of the zebrafish transcriptome [22]. Transcripts share the same 5′ and 3′UTR but some sequences contain a stop codon in the coding region. These stop codons create a random and longer 3′UTR sequence. mRNAs were injected at the one‐cell stage in zebrafish [22], and the reporter library is analyzed at 2 and 8 hpi using high-throughput sequencing. To analyze the depletion of miR-430 with respect to the codon content of the transcripts, we filtered those sequences that contain a coding region of at least 350 nucleotides and a random 3′UTR length of at least 75 nucleotides. **d**, **e** Analysis of miR-430/427 depletion in the reporter library. The reporters were grouped into 7-tiles, equal size, with increasing levels of codon optimality (Additional file 1: Fig. S5c). For each tile, we computed the depletion of the miR-430/427 seed (GCACTT) in the 3′UTR (log_2_-fold 8 h/2 h for zebrafish and 9h/1 h for *Xenopus*). Each boxplot is formed by bootstrap replicates (*n* = 100) [40]

Second, to explore this observation further, we estimated mRNA clearance (log_2_-fold change during MZT) during the MZT with a generalized additive model [41]. This model estimates the log_2_-fold change during the MZT (6 hpf/2 hpf, Additional file 1: Fig. S1a-c) as a non-linear function of codon optimality (Additional file 1: Fig. S4) and miR-430 presence in the 3′UTR. In agreement with the MZ*dicer* data (Fig. 5a) [39], miR-430 predicted repression (miR-430 component) was lower for mRNAs highly enriched in optimal or non-optimal codons (Fig. 5b, *y*-axis), consistent with the strongest microRNA repression being associated with transcripts possessing average or neutral optimality. Similar results were observed in *Xenopus* data for miR-427 (Additional file 1: Fig. S7a) [33].

Third, in our reporter experiment in human cell lines (Fig. 4e), we observed that miR-17 repression activity was affected in a similar manner by codon composition. Specifically, a slightly optimal reporter (scoring within 64% quantile of endogenous transcriptome optimality) was more strongly repressed by microRNA targeting (without microRNA seed vs with microRNA seed) (fold change = 1.6, *p* = 2.10 × 10^−11^, paired *t* test), when compared to a strongly non-optimal reporter (scoring within 22% quantile of endogenous transcriptome optimality) (fold change = 1.3, *p* = 4.14 × 10^−06^, paired *t* test) (Fig. 4e). Thus, reporters in human cells possessing moderate optimality are more responsive to miR-17 repression that reporters highly enriched in non-optimal codons (Fig. 4e).

Fourth, to exclude the possibility that other regulatory elements or mRNA features might account for the differences observed between reporters, we analyzed the stability of a massive reporter library during the zebrafish and *Xenopus* MZT [22]. This library was made by cloning ~ 300–500 length nucleotide sequences derived from the fragmentation of the zebrafish transcriptome into common 5′ and 3′UTRs containing Illumina sequences (Fig. 5c and Additional file 1: Fig. S7b) [22]. Due to the random nature of the fragments, this library possesses coding sequences that differ in composition while sharing a common 5′ and 3′UTR sequences, thereby enabling an unbiased analysis of codon optimality (Additional file 1: Fig. S7b) [22]. However, the vast majority of library fragments contain “premature-stop” codons (e.g., out-of-frame coding fragments or 3′UTR fragments), and therefore, possess “extended” random 3′UTR sequences (Fig. 5c and Additional file 1: Fig. S7b). Taking advantage of this feature, we analyzed the sequences of the library after 2 and 8 hpi into zebrafish embryos and 1 and 9 hpi into *Xenopus* embryos [22]. From all the sequenced reporters (~ 2.2 million unique sequences) [22], we selected those containing stop codons in the variable coding region beyond 350 nucleotides (> 116 codons) and a variable 3′UTR of at least 75 nucleotides. This provided 61,981 and 61,388 unique sequences at 2 and 8 hpi respectively in zebrafish embryos, and 23,927 and 52,016 unique sequences at 1 and 9 hpi respectively in *Xenopus* embryos. Next, we predicted the stability of these reporters based solely on the coding sequence using our model (Fig. 1a). Compared to endogenous genes, our collection of reporters shared a similar distribution of predicted stability profiles (Additional file 1: Fig. S7c). As expected, the libraries at later time points (8 hpi in zebrafish and 9 hpi in *Xenopus*) were enriched with fragments predicted to be more stable, supporting the codon optimality effect [22] and the robustness of our model (Additional file 1: Fig. S7d). We also observed that reporters possessing the miR-430/-427 seed (GCACTT) within the 3′UTR were depleted in the later time point compared to the early time point (*p* < 2 × 10^−10^, binomial regression) (Additional file 1: Fig. S7e), implying that miR-430/-427 can regulate the injected reporter sequences. Therefore, we compared the depletion of the miR-430/-427 seed (GCACTT) across the range of codon optimality levels in the library using bootstrap replicates [40] (Fig. 5d, e). Interestingly, we observed that the miR-430/-427 seed depletion was always consistently stronger for mRNAs with neutral or average codon optimality (Fig. 5d, e). Consistent with the endogenous genes (Fig. 5a, b and Additional file 1: Fig. S7a) and individual reporters (Fig. 4e), these results, using massive reporter libraries in zebrafish and *Xenopus*, support the hypothesis that microRNA activity is diminished for target transcripts containing coding sequences highly enriched in either optimal or non-optimal codons.

### miR-430 antagonizes codon optimality during the MZT

Our above results show that repressive *cis*-regulatory elements and codon optimality can operate in conjunction to dictate mRNA stability (Figs. 4 and 5). This combinatorial control may allow transcript stability to be fine-tuned across the transcriptome. Additionally, we posit that microRNAs may also serve as a means to directly antagonize codon-mediated stabilization of the mRNA, likely depending on the number and seed type (8, 7, or 6-mers) as well as in the codon composition (Figs. 4 and 5). To examine this possibility in the context of the MZT, we assessed whether maternal transcripts with inherent stabilizing codon composition (i.e., enriched in optimal codons) are more likely to contain destabilizing 3′UTR regulatory elements (e.g., miR-430 target sites). For both zebrafish and *Xenopus*, we first divided the most unstable maternal mRNAs (top quartile, log_2_-fold change 6 hpf—zebrafish, 9 hpf—Xenopus vs 2 hpf) into three groups based on the number of 6-mer (GCACUU) miR-430/-427 seeds in the 3′UTR (no seed, 1 seed, or > 1 seed) (Additional file 2: Table S1 and Additional file 1: Fig. S1a-b) [33]. We observed that as the number of miR-430/-427 seeds increases, the content of optimal codons (Table S5) also increases (*p* < 0.001, regression analysis) for both species (Fig. 6a). Similar results were obtained when the most unstable mRNAs were divided based on the miR-430/-427 seed strength (8, 7, or 6-mers) (Fig. 6a). We then used a binomial regression model to estimate miR-430 target site enrichment within 3′UTRs across the entire transcriptome. In this model, the enrichment of miR-430 is estimated based on the number of 6-mer seeds in the 3′UTR as a function of the mRNA stability (log_2_-fold change 6 hpf/2 hpf, Table S1) and the content of optimal codons (see the “Methods” section). We also controlled for the 3′UTR length because genes with longer 3′UTRs tend to have more miR-430 seeds and tend to be more unstable [18, 23]. As expected, miR-430 enrichment increases as mRNA stability decreases (Fig. 6b). However, there is a higher miR-430 enrichment for unstable genes enriched in optimal codons (Fig. 6b), supporting the idea that miR-430 antagonizes the codon-mediated stability during MZT in a genome-wide manner. One interesting example is the chromatin-remodeling protein, Smarca2. The *smarca2* transcript plays host to an inherently stabilizing coding sequence yet is effectively degraded due to the presence of multiple 3′UTR miR-430 target sites (Fig. 6b). 

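In the Ribo-Zero libraries of wild-type embryos, smarca2 (ENSDARG00000008904) had a TPM of 38.0 at 2 hpf, 36.7 at 4 hpf, 25.7 at 5 hpf, 7.65 at 6 hpf, 1.79 at 7 hpf and 1.45 at 8 hpf. Its log2 change from 2 to 6 hpf was -2.30, below the median of the maternal genes and near their lower quartile. In the poly(A) libraries its TPM was 36.2 at 2 hpf and 1.64 at 6 hpf, a log2 change of -4.38, the largest shift from the Ribo-Zero value among the alternatives with the same pair of time points. With 8 hpf as the late time point, the alternative that moved it most, the change in the Ribo-Zero libraries was -4.62, and with 5 hpf it was -0.56. The paper's PLS1 of smarca2 in Table S5 is 1.33, and 69.6% of the zebrafish genes held from that table have a lower PLS1.

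**Figure D2:**
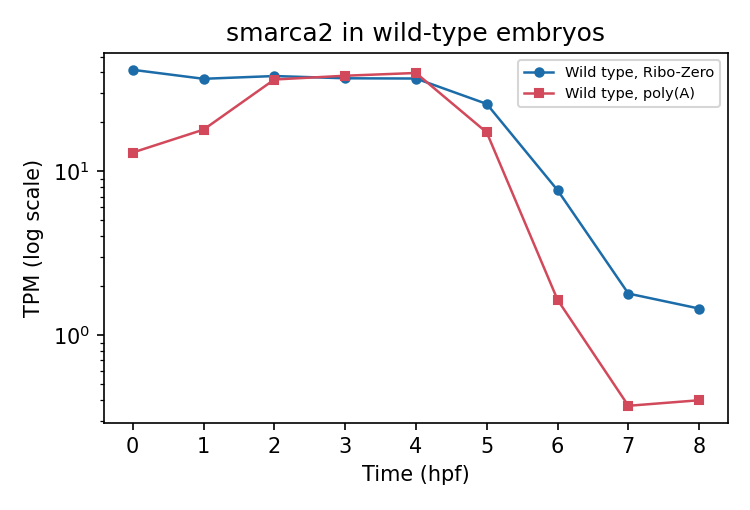
TPM of smarca2 on a log axis (vertical) against time in hpf (horizontal) in wild-type Ribo-Zero and poly(A) libraries, with 1 point per library. The level stays between 36.6 and 41.5 in the Ribo-Zero libraries up to 4 hpf, and at 6 hpf it is 7.65 in the Ribo-Zero and 1.64 in the poly(A) library.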

Interestingly, the expression of *smarca2* without the endogenous 3′UTR (i.e., decoupling codon optimality from microRNA regulation) in zebrafish embryos reduces global heterochromatin establishment in the early embryo [42].

**Fig. 6:**
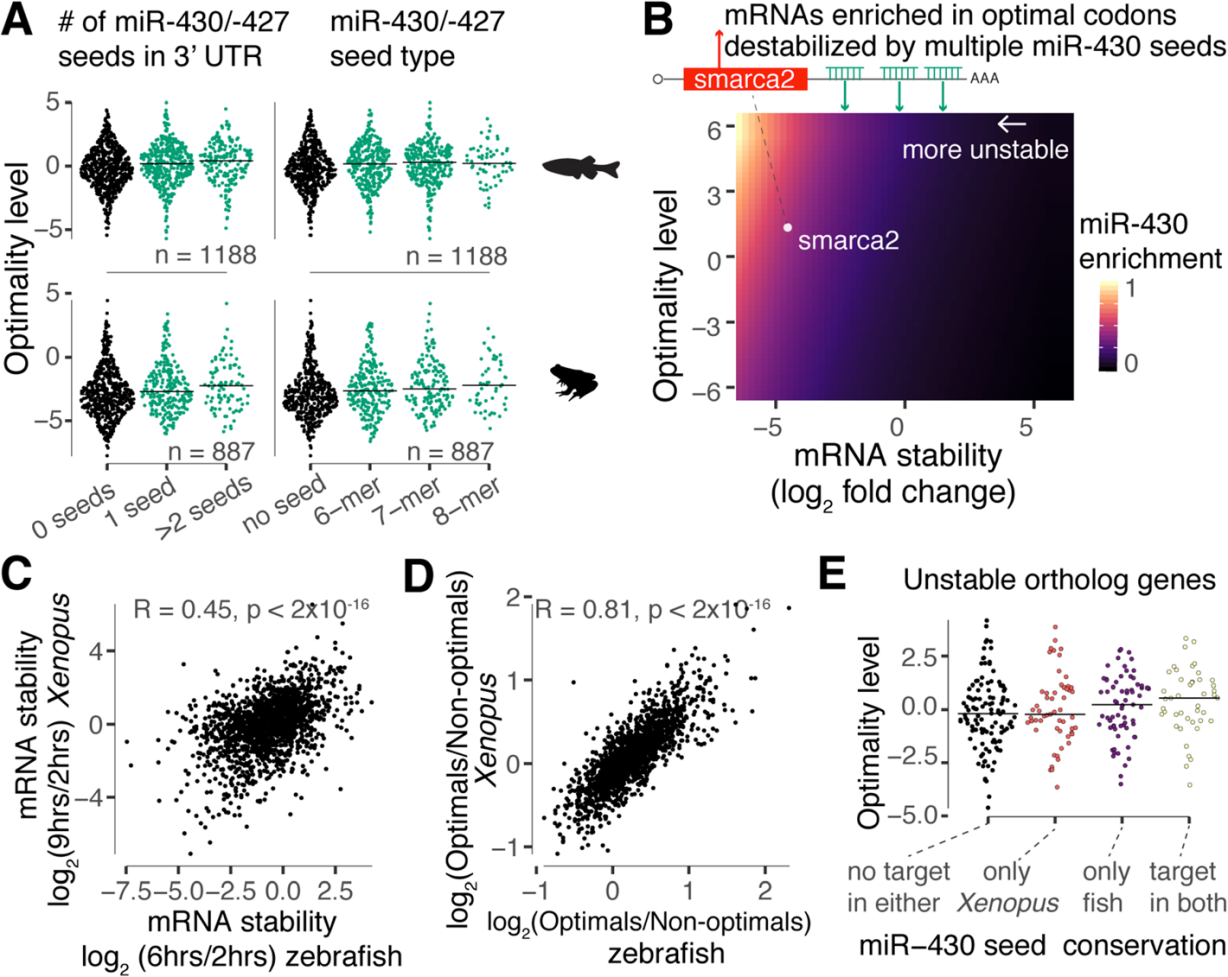
MicroRNAs antagonize codon optimality effect on mRNA stability during the MZT. **a** Sinaplot showing the codon optimality distribution (Table S5) for the top 1000 most unstable maternal genes during zebrafish and *Xenopus* MZT. The stability was defined based on the log_2_-fold change of early (2 h) vs late time points (fish = 6 h, *Xenopus* = 9 h) in fish (Additional file 1: Fig. S1a-b) and *Xenopus* [33]. The genes were divided into groups based on the numbers or seed type of miR-430/427. The content of optimal codons increases with the miR-430 regulation strength (*p* = 2 × 10^−4^ zebrafish, *p* = 2 × 10^−3^ *Xenopus*, linear regression). The *p* value was obtained by comparing the difference in the mean level of optimal codons (PLS1) between genes with and without miR-430/427 sites using a linear model. **b** Heatmap of miR-430 enrichment in the 3′UTR as a function of mRNA stability and codon optimality level. The miR-430 enrichment was estimated with a generalized linear model. Unstable mRNAs enriched in optimal codons temp to contain miR-430 sites (e.g., *smarca2*). **c** Scatter plot comparing the RNA stability, during MZT, of ortholog genes in zebrafish (Additional file 1: Fig. S1a-b) and *Xenopus* [33]. **d** Scatter plot comparing the content of optimal codons in zebrafish and *Xenopus* for ortholog genes [22]. **e** Sinaplot showing the codon optimality distribution for unstable mRNAs in panel **a** that are orthologs (*n* = 280). Messenger RNAs were divided into four categories according to the presence or absence of miR-430/-427 seeds in both species. The orthologous mRNA with miR-430/-427 seeds in both species are the most enriched in optimal codons (*p* = 0.0868, one-way ANOVA test)

We next tested whether the regulatory coupling of codon optimality and microRNA activity during the MZT is conserved between zebrafish and *Xenopus*. The codons defined as optimal or non-optimal in zebrafish embryos tend to share the same optimality in *Xenopus* embryos [22]. Additionally, orthologous genes tend to share similar contents of optimal codons (*R* = 0.81, *p* < 2 × 10^−16^, Pearson correlation test) (Fig. 6c) and, as expected, tend to display similar stability profiles during MZT (*R* = 0.45, *p* < 2 × 10^−16^, Pearson correlation test) (Fig. 6d) (Additional file 1: Fig. S1a-c; Table S1) [33]. Unstable orthologous transcripts that contained miR-430/-427 target sites in both species displayed a higher ratio of optimal to non-optimal codons compared to those that do not share miR-430/-427 seeds in both or either species (Fig. 6e). Interestingly, this result suggests that transcripts hosting inherently stabilizing coding sequences are under evolutionary pressure to retain destabilizing elements such as miR-430/-427 to ensure robust mRNA clearance during the MZT.

## Discussion

While gene expression is usually attributed to transcription rate, the half-lives of mRNAs strongly affect overall mRNA abundances during homeostasis. Attempts at understanding mRNA stability have primarily focused on *cis*-regulatory elements mainly within the 3′UTR, where a large number of stability determinants (e.g., microRNAs) are known to bind. However, more recent work demonstrates that translation also strongly affects mRNA stability in a codon-dependent manner, indicating that the coding region also contains strong regulatory information [22–25]. Here, we present a computational model to predict vertebrate mRNA stability based on codon composition (Fig. 1). Our model supports the premise that codon composition is the major determinant of mRNA stability in zebrafish and *Xenopus* during early embryogenesis (Fig. 2). The degree to which mRNAs are impacted by microRNAs and RNA methylation (m6A) is also dependent on their respective coding sequences in zebrafish and *Xenopus* embryos, as well as in mouse and human cells (Fig. 4). As such, codon composition can obscure the repressive effects of other regulatory pathways (Figs. 3 and 5). Recently, several studies have aimed to identify novel *cis*-regulatory elements in 3′UTR regions that are active during zebrafish embryogenesis using reporter mRNAs containing a GFP coding sequence [43–45]. Although these methods have been successful in identifying both stabilizing and destabilizing elements in the context of a uniform coding sequence, an accounting of these elements in endogenous transcripts has been largely insufficient to explain stability profiles [43, 44]. We believe that this lack of coherence might be due to the failure to account for codon optimality effects, which impact transcript stability globally. Moreover, we hypothesize that such an accounting will enable the identification of novel regulatory programs resident in the 3′UTR or across the entire mRNA, which may otherwise be obscured by codon composition variability (Figs. 3, 4, 5, and 7).

**Fig. 7:**
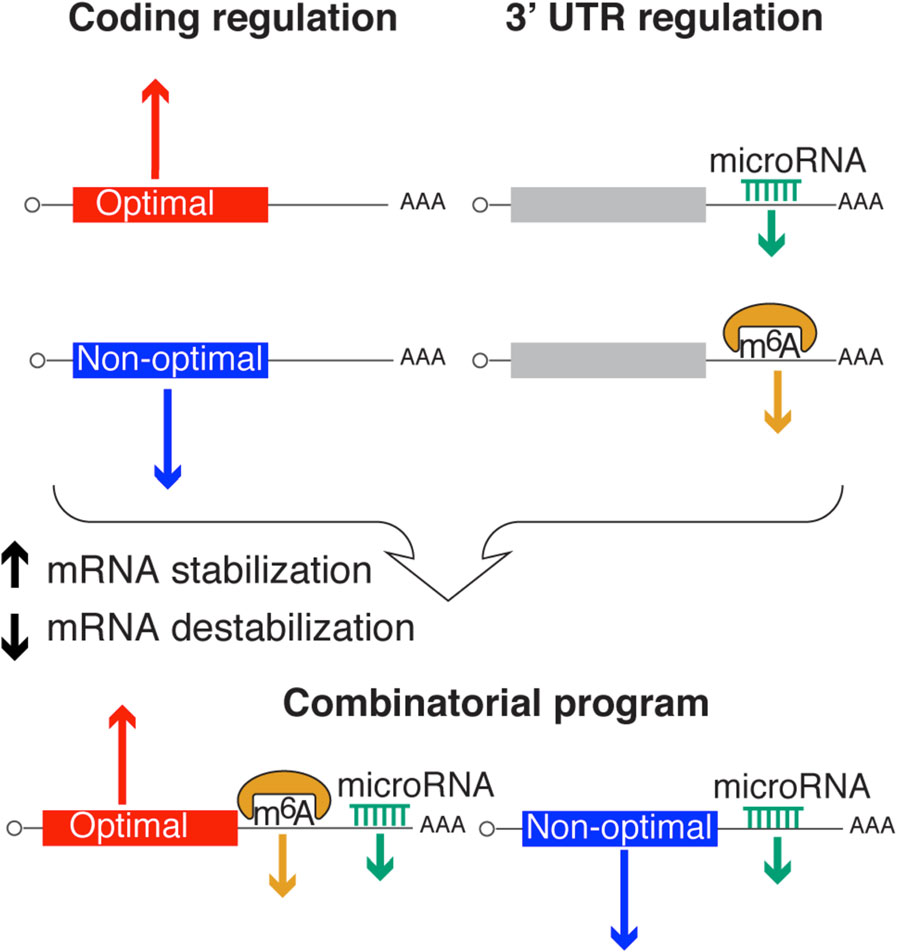
Model showing that the mRNA stability depends on the regulatory elements of the coding and the 3′UTR, suggesting that to fully understand mRNA stability, the regulatory information across the entire mRNA sequence needs to be integrated, rather than focusing solely on the 3′UTR or in the coding sequence

Our results suggest that miR-430/-427 destabilizing activity can be affected by the coding sequence. The targeting efficacy of miR-430/-427 (zebrafish and *Xenopus*) is stronger in genes with average codon optimality as opposed to genes either highly enriched in optimal or non-optimal codons (Fig. 5). It can be proposed that different regulatory pathways may recruit common mRNA degradation machinery. For example, mRNAs with a very high content of non-optimal codons may already be targeted for degradation at the maximum rate. Accordingly, other pathways, such as microRNAs, cannot increase the mRNA destabilization. Therefore, we posit that it is imperative to consider the coding sequence when attempting to understand the regulatory power of both canonical and non-canonical miRNA sites [20, 46–48].

Our data also indicate that miR-430/-427 can antagonize codon-mediated stabilization during early embryogenesis. Specifically, we find that unstable transcripts enriched in optimal (i.e., stabilizing) codons tend to host miR-430/-427 target sites, suggesting that miR-430/-427 may have been recruited to these mRNAs to counteract the intrinsic “stability” conferred in *cis* by the coding sequence, perhaps to ensure robust degradation of maternal mRNAs during the MZT (Fig. 6). Of course, from an evolutionary point of view, we cannot rule out the possibility that an enrichment in optimal codons is, in fact, an evolved countermeasure in response to the repressive effects of miR-430 and/or m6A (Fig. 6). *Smarca2* is a clear example of a maternal mRNA enriched in optimal codons and containing three miR-430 target sites that serve to destabilize during the MZT [42]. Following from the developmental role and critical clearance of *smarca2* during embryogenesis [42], it will be interesting to dissect the function of maternal mRNAs enriched in optimal codons containing miR-430 target sites. Moreover, it might also be interesting to knock-down maternal mRNAs enriched in non-optimal codons that are actually stable during the MZT [49]. Nonetheless, these results paint a complex picture of how different regulatory mechanisms interact and co-evolve to precisely and temporally modulate mRNA stability.

Future work will aim to understand how the entire mRNA sequence affects stability and how the interplay between codon and *cis*-regulatory mechanisms impacts embryonic development. Studies employing mRNA reporters aimed at further characterizing *cis*-regulatory mechanisms (e.g., microRNAs, RNA modifications, RNA binding proteins) should take into account the degree of codon optimization resident within reporter coding sequences (e.g., “optimized” vs “deoptimized” GFP). Pertinent to this design, our lab has developed a web-interphase, iCodon (ideal codon) [50, 51], to optimize or de-optimize coding sequences based on synonymous mutations. Therefore, iCodon could be used to optimize coding sequences (e.g., Covid-19 vaccines), or to de-optimize reporter sequences such as GFP to study *cis*-regulatory elements in the 3′UTR (e.g., microRNA) using a coding sequence with an average optimality.

Our model predicting gene expression simply takes the codon composition (Fig. 1) and ignores the intrinsic properties of the distribution of the codons across the coding region. For example, the position of the codon can affect codon-mediated mRNA stability in both yeast and zebrafish embryos (Additional file 1: Fig. S2a) [23, 30]. Therefore, in the future, it will be interesting to uncover the grammar/rules of codon-mediated regulation, including the relative positioning (5′ vs 3′) (Additional file 1: Fig. S2c) and ordering of codons. We have recently shown that codon-mediated regulation is dependent on translation initiation rate [24], which in turn is influenced by sequences residing in the 5′ and 3′UTRs as well as cell conditions (e.g., viral infection) [52]. Moreover, translation of small ORFs in the 5′UTR (uORF) as well as in the 3′UTR (dORF) can also affect translation of the main ORF [53–55]. Therefore, in the future, it will be interesting to further characterize the regulatory roles of 5′ and 3′UTRs in shaping translation efficiency as it relates to the codon optimality mechanism. In addition, the availability of tRNAs and charged amino acids has been associated with translation efficiency and mRNA stability in vertebrates [12, 22, 24, 31, 56]. As such, it will be important to integrate tRNA profiles into our model predicting mRNA stability. In sum, our work illuminates the complex crosstalk between *cis*-regulatory pathways and coding sequences in shaping mRNA stability, as well as highlights the need to develop models that integrate both components. Such models will provide valuable insights into early embryonic development, as well as identify underlying causes for gene misregulation in human disease.

## Conclusions

For decades, research on mRNA stability and specifically, on mRNA clearance during developmental transitions, has been focused predominantly on *cis*-regulatory elements that reside outside the coding sequence, mostly within the 3′UTR. This work lays the foundation for exploring mRNA stability regulation from a conceptually different angle: as residing within both coding sequences and 3′UTRs. Therefore, to gain a comprehensive understanding of mRNA stability, we must integrate the regulatory information that exists across the entire mRNA sequence, not just within the 3′UTR or coding sequence. This work highlights the need for researchers studying microRNAs, RNA methylation, RNA binding proteins, and other forms of post-transcriptional regulation to consider how codon composition interacts with these other mechanisms, both within the embryo as well as within other cellular contexts.

## Methods

### Zebrafish early development transcriptome

Three RNA-seq profiles were generated: two (poly(A)-selected and ribosomal RNA-depleted) under normal conditions and one (poly(A)-selected) and treated with alpha-amanitin (Additional file 1: Fig. S1a). For the normal condition profiles, developmentally staged embryos were collected every hour (from 0 to 8 hpf) under normal developmental conditions. After extraction, total RNA was poly(A)-selected by reverse transcription using oligo dT or ribosomal RNA-depleted using Ribo-Zero (Illumina) for RNA-seq library preparation (NextSeq Total RNA, Illumina, USA) according to the manufacturer’s instructions. The injected set of staged embryos were collected every 30 min (from 2 to 7.5 hpf). In this case, 1 nl of alpha-amanitin (200 ng/μl) was injected into single-cell stage embryos to inhibit zygotic transcription via inhibition of polymerases II and III. After extraction, total RNA was poly(A)-selected by reverse transcription using oligo dT for RNA-seq library preparation (NextSeq Total RNA, Illumina, USA), according to the manufacturer’s instructions. Raw reads were demultiplexed into Fastq format, allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the UCSC genome danRer11 with STAR aligner (version 2.7.3a), using Ensembl 98 gene models. Gene quantifications were generated using RSEM (version v1.3.0).

In the alpha-amanitin-treated embryos, RNA-seq showed successful inhibition of zygotic gene expression (Additional file 1: Fig. S1b), and a principal component analysis confirmed that time post-fertilization was the main factor of variability between samples (Additional file 1: Fig. S1c). Additionally, early time points recapitulated the known characteristics of mRNA dynamics during zebrafish embryogenesis [22, 44, 57, 58], as was shown by the difference in mRNA levels between poly(A)-enriched RNA and total RNA (Ribo-Zero). 

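Zygotic genes were taken as the 1254 genes with a mean TPM under 1 in the wild-type Ribo-Zero libraries at 0, 1 and 2 hpf and of at least 5 at 6, 7 and 8 hpf. Their share of the TPM of a library stayed between 0.0185% and 0.0368% in the 12 alpha-amanitin libraries. In the wild-type poly(A) libraries it went from 0.0179% at 0 hpf to 8.23% at 8 hpf, and in the Ribo-Zero libraries, from which the genes were chosen, from 0.0318% to 4.87%. The poly(A) libraries of both treatments at 4, 5, 6 and 7 hpf, 4 against 4, were compared with limma on log2(TPM + 0.1) with the hour as a number, for genes with a mean TPM of at least 1 over the 8 libraries. Of the 1190 zygotic genes tested, 1080 (90.8%) had a lower level in alpha-amanitin with an adjusted p under 0.05. The median log2 difference of the tested zygotic genes was -5.35, and 332 zygotic genes were listed at 0 in all 4 alpha-amanitin libraries. The count was 596 without the libraries at 6 hpf and 667 without those at 7 hpf. With the hour as a factor, 845 genes passed. The mesoderm gene tbxta (ENSDARG00000101576, listed as ta) had a mean TPM of 330.8 in wild type and 0.04 in alpha-amanitin, with a log2 difference of -9.51 (standard error 1.16, limma adjusted p = 0.000523) and a lower level in alpha-amanitin at all 4 hours. The log2 differences of the other zygotic markers vox, aplnrb, tbx16, sox32 and krt4 were between -10.30 and -6.18, with limma adjusted p between 1.07e-05 and 0.00249. Where alpha-amanitin levels are near 0, the size of these differences depends on the pseudocount. The largest falls with a pseudocount of 0.1 were those of krt18, at -12.14, and nnr, which was listed at 0 in alpha-amanitin at 4 to 7 hpf with a mean TPM of 421.6 in wild type, followed by BX927258.1 at -11.27, stm at -11.26 and asb11 at -11.08. Their order depends on the pseudocount: with 0.01 nnr, at -15.29, fell more than krt18, at -14.69, and tbx16, at -13.40, fell more than asb11, at -13.27, and stm, at -12.79. The mitochondrially encoded mt-co1, mt-nd1 and mt-cyb, which neither RNA polymerase II nor III transcribes, differed by 0.29, 0.28 and 0.37 (limma adjusted p = 0.122, 0.118 and 0.0897). These differences were lowest without the libraries at 4 hpf, at 0.16, 0.11 and 0.22, and highest without those at 5 hpf, at 0.42, 0.35 and 0.51. Scaling over maternal genes moved the median log2 difference of the maternal genes from 0.64 to 0.01. After this scaling the mitochondrial differences were -0.34, -0.36 and -0.27. From its own display of the RNA-seq data, the paper states that zygotic expression was inhibited.

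**Figure D3:**
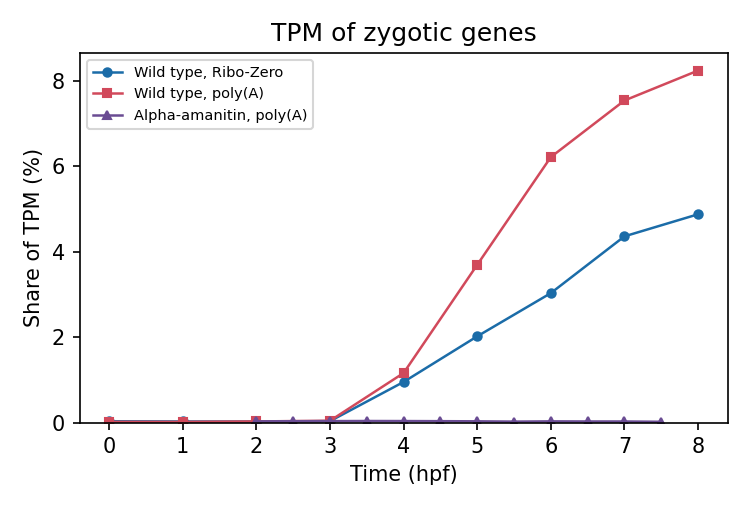
Share of the TPM of a library taken by the 1254 zygotic genes, in percent (vertical axis), against time in hpf (horizontal axis), with 1 point per library. The share rises after 3 hpf in both wild-type profiles, to 8.23% and 4.87% at 8 hpf, and is at most 0.0368% in the alpha-amanitin libraries.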

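A principal component analysis of log2(TPM + 1) over the 30 libraries and 30307 genes gave components with 54.2%, 16.0% and 9.69% of the variance. Within the 9 Ribo-Zero libraries the first component had a Pearson's r of 0.941 with time (exact permutation test, two-sided, p = 2.8e-05, adjusted p = 0.00017) and a Spearman's rho of 0.95 (exact permutation p = 0.00035, adjusted p = 0.00106). Without the 2 libraries farthest from the median time, r was 0.944. Within the 9 wild-type poly(A) libraries r was 0.885 (exact permutation p = 0.00243, adjusted p = 0.00485), rho was 0.833 (exact permutation p = 0.00827, adjusted p = 0.0105) and r without the 2 farthest libraries was 0.913. Within the 12 alpha-amanitin libraries r was 0.694 (permutation test, p = 0.00875, adjusted p = 0.0105), rho was 0.706 (permutation p = 0.0128, adjusted p = 0.014) and r without the 2 farthest libraries was 0.675. The first component moved little there, between -94.6 at 3 hpf and -60.3 at 7.5 hpf. In wild-type poly(A) libraries it went from -82.5 at 2 hpf to 211 at 7 hpf. Its variance over all libraries therefore does not stand for time alone. The adjustment covered the 12 p-values of a family of 6 relations, 2 components in each of 3 profiles. The second component also separated the library types. All Ribo-Zero libraries lay at -25.3 or lower and all poly(A) libraries of both treatments at -12.0 or higher. Within the Ribo-Zero profile this component had an r of 0.924 with time (exact permutation p = 2.8e-05, adjusted p = 0.00017), a rho of 0.983 (exact permutation p = 5e-05, adjusted p = 0.0002) and an r of 0.927 without the 2 farthest libraries. In the wild-type poly(A) libraries r was 0.905 (exact permutation p = 0.00143, adjusted p = 0.00343), rho was 0.867 (exact permutation p = 0.00451, adjusted p = 0.00676) and r without the 2 farthest libraries was 0.822. In the alpha-amanitin libraries r was 0.763 (permutation p = 0.00316, adjusted p = 0.00542), rho was 0.671 (permutation p = 0.0208, adjusted p = 0.0208) and r without the 2 farthest libraries was 0.871. With a pseudocount of 0.1, r of the first component in the alpha-amanitin libraries was 0.448 and no longer past the threshold.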

The increase in observed poly(A)-tailed transcripts over time reflect expected post-fertilization polyadenylation activity (Additional file 1: Fig. S1d).

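Both wild-type profiles were compared at each hour across the 10874 maternal genes. Spearman's rho across genes between the poly(A) and the Ribo-Zero library was 0.738 at 0 hpf, 0.669 at 1 hpf, 0.734 at 2 hpf, 0.830 at 3 hpf, 0.843 at 4 hpf, 0.862 at 5 hpf, 0.901 at 6 hpf, 0.926 at 7 hpf and 0.893 at 8 hpf. This correlation had a Pearson's r of 0.908 with time over the 9 hours (exact permutation test, two-sided, p = 0.00076) and a Spearman's rho of 0.90 (exact permutation p = 0.00203), computed for this 1 relation. Without the 2 hours farthest from the median time, r was 0.958. Taking maternal genes at a mean TPM of at least 1, the alternative that moved it most, gave an r of 0.857. The median TPM of the maternal genes rose from 11.8 at 0 hpf to 29.4 at 3 hpf in the poly(A) libraries and went from 33.4 to 29.5 in the Ribo-Zero libraries. From 0 to 3 hpf the log2 ratio of poly(A) over Ribo-Zero TPM changed by a median of 1.55, with 6855 genes up by at least 1 and 755 genes down by at least 1. Of the 3 hourly steps the largest was from 1 to 2 hpf, with 5007 genes up and 313 down by at least 1. TPM values are shares of each library, so these ratios are relative to the other transcripts. The paper states that the increase reflects polyadenylation after fertilization.

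**Figure D4:**
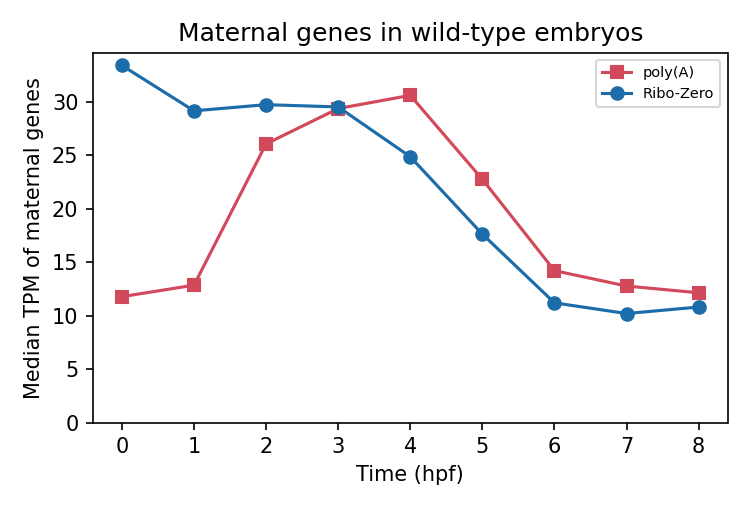
Median TPM of the 10874 maternal genes (vertical axis) against time in hpf (horizontal axis) in wild-type poly(A) and Ribo-Zero libraries, with 1 point per library. The poly(A) median goes from 11.8 at 0 hpf to 30.6 at 4 hpf and 12.1 at 8 hpf, and the Ribo-Zero median from 33.4 at 0 hpf to 10.8 at 8 hpf.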

### Estimation of mRNA stability

To estimate the stability of the mRNA for each gene, we used a first-order reaction model. mRNA decay rates were determined with the following linear model: *log RNA* = *α* + *β* ∗ *time*. “*Log RNA* ” (logarithm of transcripts per million) measures gene expression after transcriptional blocking by alpha-amanitin treatment. The “*α*” parameter is the model intercept. 

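Of the 13977 genes tested in the alpha-amanitin libraries, 5242 had a negative and 3308 a positive slope with a limma adjusted p under 0.05. The median slope of ln TPM was -0.0338 per hour, with quartiles of -0.191 and 0.0755. This median was 0.00370 from 2 to 5.5 hpf. With each library left out in turn it was between -0.0532 (without 2 hpf) and -0.0156 (without 7.5 hpf). Of the alternatives, the libraries from 2 to 5.5 hpf alone moved the counts most, to 2186 negative and 1803 positive slopes. Median-of-ratios scaling over maternal genes moved the median slope to -0.00326 and gave 4835 negative and 4492 positive slopes, so that the negative share of the called genes was 61.3% without and 51.8% with scaling. The first 1998 of the 15104 rows of Table S2 list the paper's decay rates, and each equals the slope of ln TPM without a pseudocount to within 1.0e-15. Across the 1859 of these genes that were also tested, the Pearson correlation with the limma slopes was 0.999. The slope was 0.199 per hour for smarca2 (standard error 0.0354, limma adjusted p = 0.000281) and 0.242 for dicer1 (standard error 0.0288, limma adjusted p = 9.95e-06). It did not pass the threshold for ythdf2, at 0.0557 (limma adjusted p = 0.328), or for ybx1, at -0.0350 (limma adjusted p = 0.226). From 2 to 5.5 hpf both passed it, with 0.258 for ythdf2 and -0.120 for ybx1, and after scaling ythdf2 passed with 0.0868. Of the maternal markers, mos had a slope of -0.437 (limma adjusted p = 1.73e-05), which did not pass from 2 to 5.5 hpf, at -0.303. The slope of buc was -0.020 (limma adjusted p = 0.755), and without the library at 2 hpf it was -0.103 and passed. The slope of zar1 was 0.00623 (limma adjusted p = 0.854). Among genes with a mean TPM of at least 10, the 5 most negative slopes past the threshold were those of wnt8a (ENSDARG00000078507, a name that 2 gene identifiers share) at -1.03, pms2 at -0.953, axin2 at -0.883, CABZ01072845.1 at -0.864 and si:ch1073-228j22.1 at -0.850. The 5 most positive were those of CU927934.1 at 1.40, BX248324.1 at 1.26, RNase_MRP at 0.916, RNaseP_nuc (ENSDARG00000089617, a name that 3 gene identifiers share) at 0.665 and CABZ01048453.1 at 0.583. Without the library at 2 hpf the slope of RNaseP_nuc was 0.377. RNase_MRP and RNaseP_nuc are non-coding RNAs, and CU927934.1 was listed at 0 up to 4.5 hpf. The size of these slopes depends on the pseudocount: with a pseudocount of 1 and 0.01 the slope was 0.831 and 1.97 for CU927934.1, 0.708 and 1.82 for BX248324.1, 0.604 and 1.18 for RNase_MRP, 0.471 and 0.844 for RNaseP_nuc and -0.737 and -1.23 for wnt8a. With a pseudocount of 1, axin2 and CABZ01072845.1 had more negative slopes than wnt8a, at -0.765 and -0.740. CABZ01048453.1 did not pass the threshold from 2 to 5.5 hpf, where its slope was 0.667. The order of the named slopes also changed in this window. BX248324.1 at 1.85, RNase_MRP at 1.41 and RNaseP_nuc at 0.989 had more positive slopes there than CU927934.1 at 0.966. CABZ01072845.1 at -1.06 and pms2 at -0.892 had more negative slopes there than wnt8a at -0.791. Of the mitochondrially encoded genes, mt-nd1 had a slope of -0.206 (limma adjusted p = 1.11e-05), mt-co1 of 0.0180 (limma adjusted p = 0.52) and mt-cyb of 0.0185 (limma adjusted p = 0.493).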

The parameter “*β*” represents the mRNA decay rate, with negative values corresponding to unstable genes and positive values to stable genes (Additional file 1: Fig. S1e and S1f).

### Prediction of mRNA stability with codon content

#### Data allocation

Besides our mRNA stability profile during early embryogenesis (Figure S1), additional mRNA stability profiles for *Xenopus* [22], zebrafish [22], mouse [29], and human [24] were used. We modeled the mRNA decay rates as a function of codon frequencies and 3′UTR length (Fig. 1a). In total, 68 features were used as predictors: 3 categorical features (species, cell type, and experimental technique) and 65 numerical features (64 codon frequencies and 3′UTR length). The data set was split into training (*n* = 67,817) and testing (*n* = 7536) (Tables S3 and S5). In some cases, the same genes have multiple mRNA stability measurements from different cell types (e.g., human); consequently, the genes selected for the training set were not included in the test data.

#### Data pre-processing

The mRNA decay rates for each profile were standardized (*z*-score normalization) to remove differences in units across experiments (Additional file 4: Table S3). For the predictive features, we employed the following pre-processing pipeline: categorical variables (species, cell type, and experimental technique) were one-hot encoded.

The codon frequencies were calculated from the transcriptome; for each gene, the longest coding isoform was used (Additional file 8: Table S7). The coding sequences and 3′UTR sequences were downloaded from Ensembl. Codon frequencies for each gene were individually normalized to unit norm and gene lengths were log-transformed (3′UTR and coding length). Some genes (5.4%) were missing the 3′UTR sequence, so missing 3′UTR lengths were imputed with the mean across all the genes. For some models (linear, lasso, elastic net, and partial least squares), we generated new predictors consisting of all polynomial (degree 2) combinations of the features to capture possible non-linear effects. Finally, all predictors were standardized (*z*-score normalization).

#### Model evaluation

We evaluated the following machine learning models: ordinary least squares linear regression, elastic net, lasso, PLS regression, AdaBoost, decision tree regressor, k-Nearest Neighbors, gradient boosted decision trees, and random forest (Additional file 1: Fig. S3a). To evaluate each model, we used the *R*^2^ score as the performance metric. We employed grouped-5-fold cross-validation to tune and evaluate the models. Grouped-5-fold cross-validation ensures that the same gene is never in the training and testing data simultaneously due to multiple measurements for the same gene. In the preliminary analysis, we observed that other cross-validation methods produce overfitting models. In addition, we performed a learning curve analysis that showed that the performance increases with the size of the training data (Additional file 1: Fig. S3b). Hence, combining the species data helps to capture the signal from the noise. Finally, we selected the lasso model [28] as the final model to predict mRNA stability. All steps of the modeling were performed in Python (v = 3.6.8) using the scikit-learn (v = 0.20.3) machine learning library [59].

#### Evaluation of codon position effect in mRNA stability prediction

To interrogate whether the position of the codons across the ORF has different codon-mediated effects on mRNA stability, we generated sliding windows for each endogenous mRNA. Each sliding window represents a proportion (15%) of the total mRNA sequence. In total, 50 windows were used covering the complete ORF sequence. Each of these sliding windows represents a unique position for each mRNA. For each of these sliding windows, the frequency of the codons in the window was computed. Using the codon frequencies and the mRNA decay rates, for zebrafish, we computed the codon stabilization coefficient (CSC) relative to the position of each window (Additional file 1: Fig. S2a). To evaluate the effect of the codon position in predicting mRNA stability in zebrafish (Additional file 3: Table S2), five linear models were trained using the codon frequencies at different positions along each transcript sequence (Additional file 1: Fig. S2b). Three of these models used only one-third of the transcript region (5′ end, middle, and 3′ end), a model used all the coding region, and a final model included the three regions (5′ end, middle, and 3′ end). For instance, for the codon CAC, the model contained three variables for CAC indicating the frequencies of the CAC codon in each of the three regions. The predictive performance for each of these models was estimated using the *R*^2^ score.

### Optimal/non-optimal reporters in zebrafish embryos

To assess the effect of optimality in zebrafish embryos, in vitro transcribed mRNA encoding for mCherry (40 ng) coupled to either an optimal or a non-optimal sequence by P2A was co-injected into one-cell stage zebrafish embryos with and GFP mRNA (50 ng) as a control [24]. Injected embryos were incubated in the dark at 28 °C. At 8 hpi, embryos were imaged first for red and then green fluorescence using a stereo fluorescent microscope. Fluorescence intensity was measured using ImageJ.

#### Measuring codon optimality at the gene level

Although the codon stabilization coefficient has been defined as a measure of codon optimality codon-wise [22, 24, 25, 60], we lack a reliable measure for codon optimality at the gene level. Previous studies have used the proportion of optimal codons as a gene-wise measure of optimality [22, 24, 25]. We took advantage of the growing number of mRNA stability datasets that have been published [22, 24, 29].

Our codon optimality measure (Additional file 1: Fig. S4a) was derived using a supervised dimensional reduction technique, partial least squares (PLS) [61], that finds components that maximally summarize the variation of the codon content while simultaneously requiring these components to have a maximum correlation with the mRNA stability profiles [62]. The codon frequencies (64 dimensions) are projected in a 2-dimensional space (Additional file 1: Fig. S4b); hence, each gene is represented as two components (PLS). These components correlated with the proportion of optimal codons (Additional file 1: Fig. S4c) and the mRNA decay rates (Additional file 1: Fig. S4d). This correlation suggests that our codon optimality assessment represents a good alternative to measuring codon optimality gene-wise.

#### Model comparison during the MZT

To compare the regulatory effect of codon optimality with other known regulatory modes (i.e., microRNAs), we used a Bayesian model comparison (Fig. 2c). We fit the following linear models using the brms package [63]:

$$ (1)\ {\log}_2 fold\ change\sim Normal\left(\alpha +{\beta}_1 PL{S}_1+{\beta}_2 PL{S}_2,\sigma \right) $$

$$ (2)\ {\log}_2 fold\ change\sim Normal\left(\alpha +{\beta}_1 Seeds,\sigma \right) $$

$$ (3)\kern0.5em {\log}_2 fold\ change\sim Normal\left(\alpha +{\beta}_1m6A,\sigma \right) $$

The “log_2_*fold change*” variable is the log_2_ fold change of mRNA levels between early stage (zebrafish 2 hpf and *Xenopus* 1 hpf) and shield stage (zebrafish 6 hpf and *Xenopus* 9 hpf). For zebrafish, we used our RNA-seq profile during MZT, and for *Xenopus*, we used published RNA-seq [33]. For the codon optimality model [1], *PLS*_1_ and *PLS*_2_ represent the content of optimal codons in endogenous genes (Figure S4). In the microRNA model [2], *Seeds* is the number of miR-430/-437 seeds (6-mer GCACUU) in the 3′UTR. In the m6A model [3], *m*6*A* is an indicator of whether or not the gene is an m6A target [10]. We computed the approximate leave-one-out cross-validation using Pareto smoothed importance sampling [32] for each model. Model weights were calculated via the stacking of predictive distributions [64].

#### MiR-430 enrichment model

To estimate the enrichment of miR-430 seeds (6-mer GCACUU) in the 3′UTR (Fig. 6b), we used the following Bayesian binomial regression model:

$$ seeds\sim Binomial\left(n= length\ {3}^{\prime } UTR,\kern0.5em p={p}_i\right) $$

$$ logit\left({p}_i\right)=\alpha +{\beta}_1 foldchange+{\beta}_2 PL{S}_1+{\beta}_2 PL{S}_2 $$

The *foldchange* variable corresponds to the log_2_-fold change in mRNA levels between 6 and 2 hpf (Additional file 1: Fig. S1a-c). *PLS*_1_ and *PLS*_2_ correspond to the content of optimal codons (Additional file 1: Fig. S4). We used the weakly or non-informative default priors set in the package brms [63].

For all of the Bayesian models used (Fig. 2c and 6b), we ran four MCMC chains simultaneously, each with 2000 iterations and a warmup of 1000 iterations. We validated all chain convergence visually.

#### MicroRNA experiments with optimal and non-optimal reporters

To clone the reporters used for mammalian transfection, PCR fragments were amplified with Q5 polymerase (NEB), followed by restriction cloning using reagents from NEB according to the provided instructions. For transfection, 293T cells (passage < 20) obtained from the Tissue Culture core facility from the Stowers Institute for Medical Research were cultured with DMEM media supplemented with 10% FBS. Cells were transfected in a 96-well plate at 70–80% confluency with Lipofectamine 3000 (Thermo Fisher Scientific), following the manufacturer’s instructions. Twenty-four hours after transfection, cells were detached with trypsin and suspended in DMEM media. The median of the fluorescent reporter intensity of the cells was quantified in a ZE5 flow cytometer (Bio-Rad) using the GFP (488/510) and mCherry (587/610) detector and analyzed with FCS Express 7.

#### Analysis of miR-430/-427 depletion and codon optimality in massive reporter libraries

The reported library transcript sequences, both zebrafish and *Xenopus* embryos, were downloaded from a previous publication [22]. The sequences were mapped with Bowtie2 to zebrafish Ensembl release 80 cDNA (longest transcript per gene) using the following parameters: –local, –no-mixed, –no-discordant, –no-overlap, –norc, –no-unal, -I 200, -X 600 [65, 66]. The fragment sequences spanning the full locus delineated by each pair of reads were extracted using SAMtools and BEDTools [67, 68]. In order to get sequences with variable coding and random 3′UTR sequences, we selected sequences containing a stop codon in the variable coding region. And from those sequences, the ones with a variable coding region of at least 117 codons and a variable 3′UTR region of at least 75 nucleotides were selected. Next, sequences that were represented more than 5 times were discarded. Using the variable coding region, we estimated the codon optimality level for each sequence as the predicted mRNA stability with our model (Fig. 1a). The presence of the miR-430/-427 seed (GCACTT) was computed from the variable 3′UTR region. The replicates for each species and time point were merged. For the analysis, the reporter library was divided into 7-tiles of equal size and increasing codon optimality level; for each of these tiles, the log_2_-fold change of the miR-430/-427 seed depletion was estimated by comparing the occurrence of seed between the late vs. early time points. The statistical significance of the miR-430 depletion pattern was estimated with bootstraps replicates [40].

All statistical analyses were performed in *R* (version = 3.6.2). The source code for the analysis presented in this study is available from GitHub [69].

## Supplementary Information

**Additional file 1: Supplementary figures**.

**Additional file 2: Table S1**.

**Additional file 3: Table S2**.

**Additional file 4: Table S3**.

**Additional file 5: Table S4**.

**Additional file 6: Table S5**.

**Additional file 7: Table S6**.

**Additional file 8: Table S7**.

**Additional file 9:.** Review history.

## Data Availability

Sequencing data have been deposited in the NCBI Gene Expression Omnibus, GSE148391 [69]. Data were collected, stored, and preserved including analysis code using the Git version control software in combination with off-site storage and hosting website GitHub. The code used to generate figures and analyses are available on the GitHub repository [70] and Zenodo [71], where the scientific community is invited to visit and open constructive issues. The code is distributed under the MIT License. The following previously published data sets were used: NCBI Gene Expression Omnibus ID GSE126523, mRNA decay profiles for human cells [24] NCBI Gene Expression Omnibus ID GSE99978, mRNA decay profile in wildtype mES cells [29] NCBI, Sequence Read Archive (SRA) SRP072296, mRNA decay profile during MZT for zebrafish and *Xenopus* [22] NCBI Gene Expression Omnibus ID GSE65785, gene expression dynamics in *Xenopus* [33]

How the deposited data were processed for this re-analysis (not part of the article)

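The data are 30 RNA-seq libraries of zebrafish embryos: 9 wild-type Ribo-Zero and 9 wild-type poly(A) libraries at each hour from 0 to 8 hpf, and 12 poly(A) libraries of embryos injected with alpha-amanitin from 2 to 7.5 hpf. Each condition has 1 library. The authors aligned the reads with STAR to the zebrafish genome with Ensembl gene models, quantified genes with RSEM and gave TPM values rounded to 2 decimals. Each library was checked to sum to the same total, and genes without TPM are listed at 0. All per-sample columns were mapped to a library by their label. Of the 35117 gene identifiers, 27000 are also in the reference table of gene names and 687 have no name in the files. The number of reads per library is not given in the sources used here, so no counting error is attached to a TPM value.

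Maternal genes (10874) and zygotic genes (1254) were fixed from Ribo-Zero libraries: a mean TPM of at least 5 at 0 and 1 hpf for maternal genes, and for zygotic genes a mean TPM under 1 at 0, 1 and 2 hpf and of at least 5 at 6, 7 and 8 hpf. Decay rates were fitted on ln(TPM + 0.1) against time in the 12 alpha-amanitin libraries, and the effect of alpha-amanitin on log2(TPM + 0.1) in the poly(A) libraries of both treatments at 4, 5, 6 and 7 hpf with the hour as a number. Both used limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05) on genes with a mean TPM of at least 1. A further fit compared the slopes of log2(TPM + 0.1) between alpha-amanitin and wild-type poly(A) libraries at 2 to 7 hpf, 6 against 6. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Correlations across libraries were tested by exact permutation for 9 libraries and by 100000 permutations for 12. Correlations across genes carry no p-value. Intervals of 95% from 1000 resamples of genes were computed for predicted stability and PLS1 against the log2 change between an early and a late library. The other correlations across genes have no interval. Principal components were computed on log2(TPM + 1) without a filter on low values, for which the plan named no main setting.

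The main settings and most alternatives were set before the data were examined, after the paper's tables had been read. The comparison of maternal genes between treatments, the comparison of slopes, the use of PLS1, the early and late windows in the alpha-amanitin libraries and the sum over miR-430 loci were added after the data had been seen. The spread used for the change of smarca2, 0.12 on the log2 scale, is the SD of its Ribo-Zero log2 levels at 0 to 3 hpf times the square root of 2, and this spread and the use of the resampling interval as the error of R were also chosen afterwards. Genes were named by a rule: the genes the study names (smarca2, dicer1, ythdf2, ybx1), zygotic markers (tbxta, vox, aplnrb, tbx16, sox32, krt4), maternal markers (buc, mos, zar1), mitochondrially encoded genes (mt-co1, mt-nd1, mt-cyb), the 5 most negative and 5 most positive decay rates past the threshold at a mean TPM of at least 10, and the 5 zygotic genes with the largest fall.

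The alternatives were other pseudocounts, other filters on low values, median-of-ratios scaling over maternal genes, other time windows and time points, the hour as a factor, the poly(A) in place of the Ribo-Zero profile, other thresholds for maternal genes, and leaving out each library or hour in turn. The fits were tested on simulated data with 200 changed genes. Of these, 86.0% were recovered for decay rates, with 3.91% false calls, 69.0% for the effect of alpha-amanitin, with 2.82% false calls, and 70.5% for the comparison of slopes, with 4.73% false calls. These shares hold for the size of the simulated change, with all other genes unchanged and noise independent between genes and libraries. They do not give the share of false calls among the real counts. On the scale of each fit the simulated change was 0.3 for decay rates, 3.0 for the effect of alpha-amanitin and 1.0 for the comparison of slopes.

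Coding and 3'UTR sequences were not analysed here. The planned steps that need them were not run: codon content and codon position against decay rates, every step on miR-430 seeds and 6-mers, and a prediction without 3'UTR length. In place of a refitted prediction, the predicted stability of Table S4 was used, from its first 1998 of 10668 rows. No set or overlap test was run on tables held in part. The named 6-mers therefore have no value.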

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

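All tests in this part were chosen after the results were seen.

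The slope of log2(TPM + 0.1) from 2 to 7 hpf differed between alpha-amanitin and wild-type poly(A) libraries for 4 of the named study genes and maternal markers, by a test of the difference itself in limma with 6 libraries against 6. A fit of the slopes with the libraries paired by hour was not run. For smarca2 the slope was 0.30 per hour in alpha-amanitin and -1.31 in wild type, a difference of 1.61 (standard error 0.28, limma adjusted p = 0.00103). For dicer1 it was 0.37 and -0.57, a difference of 0.94 (standard error 0.17, limma adjusted p = 0.00132). For buc it was 0.07 and -1.62, a difference of 1.69 (standard error 0.34, limma adjusted p = 0.00195). For ybx1 it was -0.04 and 0.51, a difference of -0.55 (standard error 0.13, limma adjusted p = 0.00383). The difference did not pass the threshold for ythdf2, at -0.13 (limma adjusted p = 0.524), zar1, at 0.24 (0.188), and mos, at 0.61 (0.0682). It passed for ythdf2 after scaling over maternal genes, at -0.37, and for mos without the libraries at 2 hpf, at 0.73, or 4 hpf, at 0.58. For zar1 it was between 0.08 (without 7 hpf) and 0.35 (without 2 hpf) with each hour left out in turn. The median difference over the 10835 maternal genes tested was 0.22, and -0.02 after median-of-ratios scaling. A change in the composition of the libraries common to all transcripts is argued against as the whole cause, since after this scaling the differences were 1.39 for smarca2, 0.70 for dicer1, 1.45 for buc and -0.80 for ybx1, all past the threshold. With each hour left out in turn they were between 1.31 and 1.99 for smarca2, 0.85 and 1.11 for dicer1, 1.45 and 2.05 for buc, and -0.66 and -0.51 for ybx1. The wild-type embryos were not injected, so an effect of the injection itself stays open and was not tested. The biological explanation that the design gives is the block of zygotic transcription. A loss of zygotic decay factors for smarca2, dicer1 and buc, and of new transcription for ybx1, may underlie these differences, and neither was tested.

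Over all maternal genes tested, 3999 had a more negative slope in wild type and 1433 a more positive slope. Chance cannot be excluded for this count, since 5 of 100 splits of the libraries and 5 of the 32 exchanges of the treatments within hours gave a count as large, the real arrangement included. After scaling the counts were 2553 and 2806, which cannot decide whether composition is the cause, because the scaling centres the same genes. Without the libraries at 7 hpf the counts were 1767 and 742, and without those at 6 hpf the more positive count was 920.

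The annotated miR-430 loci, 55 in number, had a summed TPM of 5086.99 in the wild-type Ribo-Zero library at 4 hpf, in genes whose levels the paper's text does not discuss. The sum was 0 at 0 to 2 hpf, 73.67 at 3 hpf, 2391.72 at 5 hpf, 345.16 at 6 hpf, 23.03 at 7 hpf and 0 at 8 hpf. In the wild-type poly(A) libraries it was 33.96 at 3 hpf, 220.14 at 4 hpf, 255.3 at 5 hpf and 123.35 at 6 hpf. Only the sum is given, because reads can be shared between the copies of a gene family. Reads of maternal transcripts assigned to these loci are argued against, since the sum was 0 in all 12 alpha-amanitin libraries. Reads of other zygotic transcripts were not tested, and a precursor and a mature microRNA are not told apart by these libraries. Zygotic transcription of the loci, which the paper states for this microRNA family, goes with the sums of 0 at 0 to 2 hpf and in alpha-amanitin. It was not told apart from reads of other zygotic transcripts.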

How the results depend on the processing

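The comparison of maternal genes between treatments, the comparison of slopes and their alternatives were chosen after the results were seen, as were all counts of splits and time orders. No paired analysis was possible by replicate number, because each condition has 1 library. The libraries of both treatments do pair by hour. For the comparison of levels that fit, with the hour as a factor, is given below. It was not run for the comparison of slopes.

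Of the 102 alternative values for summary results, 80 kept their direction and stayed on the same side of the threshold or within 1.5 times the count. The direction with more genes changed for maternal genes between treatments (after scaling and without 6 hpf) and for the comparison of slopes (after scaling), as given below. The counts of decay rates were 5242 negative and 3308 positive slopes. They were 2186 and 1803 with the libraries from 2 to 5.5 hpf alone, which leaves fewer libraries, 4835 and 4492 after scaling, and with each library left out in turn between 4472 and 5858 and between 2887 and 3638. For the called decay rates, 1 of 100 orders of the time points, the real one, gave a count as large. These orders treat successive libraries as exchangeable. Any steady drift along the series would give the same, so this count does not decide the cause or the call of a single gene.

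The count of zygotic genes lower in alpha-amanitin was 1080 and between 845 and 1073 under the other pseudocounts, no filter, scaling and the hour as a factor. With each hour left out in turn it was between 596 and 1162, with 596 without 6 hpf and 667 without 7 hpf, which leaves 3 libraries against 3. Of all 35 splits, which ignore the hours, 1 gave a count as large, the real one. The 8 exchanges of the treatments within hours also gave 1, the smallest number they allow, so with the hours matched these exchanges cannot exclude chance. Other values argue against chance for the zygotic genes. Of the 1190 tested, 1186 had a negative difference, with a median of -5.35 on the log2 scale. Their share of the TPM was at most 0.0368% in the alpha-amanitin libraries and at least 1.16% in the wild-type poly(A) libraries at 4 to 7 hpf.

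Of the maternal genes, 3360 were higher and 1039 lower in alpha-amanitin. After scaling the counts were 1477 and 1774, so the larger group changes, and the median difference went from 0.64 to 0.01 on the log2 scale. With the hour as a factor they were 603 and 380. With each hour left out the higher count was between 86 and 4876 (368 without 5 hpf, 86 without 6 hpf and 276 without 7 hpf) and the lower count between 171 and 1567 (1567 without 4 hpf, 274 without 5 hpf, 171 without 6 hpf and 257 without 7 hpf). The cause was not tested. The 35 splits and the 8 exchanges within hours gave the same for the higher count as for the zygotic genes, 1 as large in each, so with the hours matched the exchanges cannot exclude chance here either. For the comparison of slopes, the 3999 more negative slopes in wild type were 2553 after scaling and between 1767 (without 7 hpf) and 4152 with each hour left out. The 1433 more positive slopes were 2806 after scaling and between 742 (without 7 hpf) and 1678, with 920 without 6 hpf.

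The correlation of the first principal component with time in the alpha-amanitin libraries was 0.448 with a pseudocount of 0.1, against 0.694, and no longer passed the threshold. In both wild-type profiles it passed under both alternatives. The correlation of predicted and observed stability was 0.117 in the poly(A) libraries, against 0.238, and between 0.197 and 0.250 under the others. The causes were not tested.

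Of the 587 alternative values for single named genes and PLS1, 572 kept their call, 2 no longer passed the threshold, 7 newly passed it and 6 moved by more than the spread. The 6 are the value of PLS1 in the poly(A) libraries and the change of smarca2 with 5, 7 or 8 hpf as the late time point, in the poly(A) libraries and with a pseudocount of 1. Some values changed sign without passing the threshold under either setting. The decay rate of ythdf2 was -0.0107 without 2 hpf. That of buc was 0.144 from 2 to 5.5 hpf, 0.0111 after scaling and 0.0116 without 7.5 hpf. That of zar1 was -0.0252 without 2 hpf and -0.00325 without 7 hpf. From 2 to 5.5 hpf that of mt-co1 was -0.0198 and that of mt-cyb -0.0115. After scaling, the differences of mt-co1, mt-nd1 and mt-cyb between treatments were negative, as was the slope difference of zar1.

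The alternatives on codon content, codon position, miR-430 seeds, 6-mers and predictors without 3'UTR length were not run, since sequences were not analysed here. The depth of the libraries is unknown, so a gene listed at 0 has no upper limit here.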

Differences from the paper's values

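No test in this part was chosen after the result was seen, apart from the spread used for smarca2 and the comparison with Table S4 by pairs of time points.

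The log2 change of smarca2 from 2 to 6 hpf in the Ribo-Zero libraries was -2.30. The paper's value is about -4.5 in Fig. 6b, read by eye. Of the alternatives set before the data were examined, the poly(A) libraries gave -4.38, which lies within the spread of 0.12 of the paper's value. With 8 hpf as the late time point the change was -4.62 and with 7 hpf it was -4.33, both outside that spread by less than a reading by eye can resolve. With 3 hpf as the early time point it was -2.25, with 5 hpf as the late time point -0.56, and with pseudocounts of 0.01 and 1 it was -2.31 and -2.17, all of which differ. In each of these settings the level of smarca2 falls, as the paper states.

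The paper's text defines the change as that from 2 to 6 hpf. The sum of predicted stability and residual score in the first 1998 of the 10668 rows of Table S4 is a linear function of the Ribo-Zero log2 change from 3 to 6 hpf, with a Pearson correlation of 1 across genes and a largest deviation of 1.67e-12 from the line. For the change from 2 to 6 hpf the correlation is 0.995 and the largest deviation 0.677.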

Other observations

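All tests in this part were chosen after the results were seen.

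The levels of many maternal genes in the alpha-amanitin libraries rose before they fell. Over 10784 maternal genes the median slope of ln TPM was 0.0765 per hour from 2 to 4 hpf and -0.0821 from 4.5 to 7.5 hpf, and 44.8% (4830 genes) rose in the early and fell in the late window. A factor common to all genes of a library stays open as the source of the median rise and fall and was not tested. Between genes, the early slope correlated with the gain of poly(A) over Ribo-Zero TPM from 0 to 3 hpf in wild type (Spearman's rho 0.477 across genes, which are not independent replicates). A change in total RNA as in wild type is argued against as the source of the differences between genes. Such a change would give a positive rho between the early slope and the wild-type Ribo-Zero change. This rho was -0.0817 from 2 to 4 hpf, the same window, -0.0229 from 2 to 3 hpf and -0.00385 from 0 to 3 hpf. Total RNA was not measured in alpha-amanitin embryos, so a change particular to them stays open. The differences between genes are consistent with a gain of poly(A) tail that changes how well a transcript is captured, as the median early slope was -0.103 in the genes of the lowest quartile of the gain, then 0.0601 and 0.153, and 0.179 in those of the highest quartile. This is a hypothesis found and tested on the same data, and tail length was not measured. The window of the gain also differs from that of the early slope. The median gain was 0.898 from 1 to 2 hpf and 0.137 from 2 to 3 hpf. The late slope had a rho of 0.385 with the Ribo-Zero change from 2 to 6 hpf. Across the 1968 genes with a prediction held from Table S4, the correlation of predicted stability was 0.0162 with the early slope, 0.429 with the late slope and 0.430 with the slope over all 12 libraries. The paper's model was trained on alpha-amanitin profiles, so none of these correlations is an independent test.

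The alpha-amanitin library at 3 hpf was more like that at 4.5 hpf (Pearson correlation 0.960 across 8632 genes) than the libraries at 3.5 hpf (0.921) and 4 hpf (0.954) were, and it was also more like that at 5 hpf (0.915) than these were (0.863 and 0.906). An exchange of the labels of 3 and 3.5 hpf is argued against, since the library labelled 3 hpf was also the more similar to that at 2 hpf, with 0.939 against 0.920 for the library labelled 3.5 hpf. The same holds for an exchange of 3 and 4 hpf, with 0.907 for the library labelled 4 hpf. Other orders of these libraries were not tested. Whether the libraries differ in preparation was not tested, and no biological explanation was tested.

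The gene CU927934.1 was listed at 0 in the alpha-amanitin libraries up to 4.5 hpf and had a TPM of 1.12 at 5 hpf, 16.46 at 6 hpf, 35.01 at 7 hpf and 49.87 at 7.5 hpf. In wild-type libraries its TPM was at most 2.12.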
